# Deficient spermiogenesis in mice lacking *Rlim*

**DOI:** 10.7554/eLife.63556

**Published:** 2021-02-23

**Authors:** Feng Wang, Maria Gracia Gervasi, Ana Bošković, Fengyun Sun, Vera D Rinaldi, Jun Yu, Mary C Wallingford, Darya A Tourzani, Jesse Mager, Lihua Julie Zhu, Oliver J Rando, Pablo E Visconti, Lara Strittmatter, Ingolf Bach

**Keywords:** Rlim, spermiogenesis, cytoplasmic reduction, mouse genetics, Mouse

## Abstract

The X-linked gene *Rlim* plays major roles in female mouse development and reproduction, where it is crucial for the maintenance of imprinted X chromosome inactivation in extraembryonic tissues of embryos. However, while females carrying a systemic *Rlim* knockout (KO) die around implantation, male *Rlim* KO mice appear healthy and are fertile. Here, we report an important role for *Rlim* in testis where it is highly expressed in post-meiotic round spermatids as well as in Sertoli cells. Systemic deletion of the *Rlim* gene results in lower numbers of mature sperm that contains excess cytoplasm, leading to decreased sperm motility and in vitro fertilization rates. Targeting the conditional *Rlim* cKO specifically to the spermatogenic cell lineage largely recapitulates this phenotype. These results reveal functions of *Rlim* in male reproduction specifically in round spermatids during spermiogenesis.

## Introduction

In testes of adult animals, the differentiation of spermatogonial stem cells during spermatogenesis occurs within seminiferous tubules. Spermiogenesis represents a late stage during spermatogenesis, in which post-meiotic round spermatids differentiate into mature spermatozoa by condensation of the spermatid DNA and formation of the sperm head and tail (O'Donnell, 2014; O'Donnell et al., 2011). Spermatozoa are then released into the lumen of seminiferous tubules, in a process called spermiation, which involves the remodeling and reduction of cytoplasm (França et al., 2016). Even though these processes are crucial for male reproduction, they are poorly understood due to lack of knowledge on spermiation molecular mechanisms.

The ubiquitin proteasome system (UPS) plays important roles in male reproduction (Richburg et al., 2014) with a testis-specific version of the proteasome complex (Kniepert and Groettrup, 2014). Indeed, the ubiquitination of proteins in cells of the testis is required for functional spermatogenesis including spermiogenesis, and multiple steps during the progression of spermatogonial stem cells to mature spermatozoa critically depend on the UPS (Richburg et al., 2014). The UPS pathway is critically dependent upon E3 ubiquitin ligases, which provide substrate specificity by selecting target proteins for ubiquitination (Metzger et al., 2014; Pickart, 2001).

The X-linked gene *Rlim* (also known as *Rnf12*) encodes a RING H2 type E3 ligase (Metzger et al., 2014; Joazeiro and Weissman, 2000; Bach et al., 1999). While *Rlim* mRNA is widely expressed in many organs and cell types, RLIM protein is more selectively detected (Bach et al., 1999; Ostendorff et al., 2006). In cells RLIM shuttles between the cytoplasm and nucleus. Nuclear translocation is regulated by phosphorylation, and in many cell types RLIM is primarily detected in the nucleus (Jiao et al., 2013), where it controls not only levels and dynamics of various proteins and protein complexes involved in transcriptional regulation (Bach et al., 1999; Ostendorff et al., 2002; Krämer et al., 2003; Güngör et al., 2007; Gontan et al., 2012; Johnsen et al., 2009; Her and Chung, 2009; Huang et al., 2011; Wang et al., 2019), but also its own expression via autoubiquitination (Ostendorff et al., 2002). In female mice, *Rlim* functions as a major epigenetic regulator of nurturing tissues. RLIM promotes the survival of milk-producing alveolar cells in mammary glands of pregnant and lactating females (Jiao et al., 2012). Moreover, RLIM is crucial for imprinted X chromosome inactivation (iXCI) (Shin et al., 2010; Wang et al., 2016; Gontan et al., 2018), the epigenetic silencing of one X chromosome in placental trophoblast cells early during female embryogenesis to achieve X dosage compensation (Payer, 2016). Indeed, due to inhibited placental trophoblast development, the deletion of a maternally inherited *Rlim* allele results in peri-implantation lethality specifically of females (Shin et al., 2010; Wang et al., 2016). In contrast, males systemically lacking *Rlim* appear to develop normally, are born at Mendelian ratios and are fertile as adults (Shin et al., 2010).

Here, we report high and dynamic *Rlim* mRNA and protein expression in the testis of male mice, where expression of RLIM protein is highly detected in round spermatids during spermiogenesis as well as in Sertoli cells. Indeed, we show that *Rlim* is required for the generation of normal sperm numbers with normal sperm cytoplasmic volume. Even though Sertoli cells are known to regulate cytoplasmic reduction in spermatozoa (O'Donnell, 2014; O'Donnell et al., 2011), our genetic analyses reveal that this activity is mediated by *Rlim* expressed in the spermatogenic cell lineage. These results assign important functions of *Rlim* during spermiogenesis.

## Results

### Rlim expression in testis is highly regulated

To investigate potential functions of *Rlim* in mice in addition to XCI, we examined mRNA expression in various tissues isolated from adult mice via Northern blots. *Rlim* mRNA was detected in many tissues with highest levels in testis (Figure 1A), consistent with published results (Bach et al., 1999; Ostendorff et al., 2000). However, while the *Rlim*-encoding mRNA in most tissues migrated around 7.5 kb, a variant band at 2.4 kb was detected in testis. Based on published RNA-seq data sets on mouse testes isolated at various post-partum stages (Margolin et al., 2014), mapping of reads to the *Rlim* locus revealed relatively homogenously distribution over all exons in 6–20 days post-partum (dpp) animals. However, most of the reads in sexually mature (38 dpp) animals mapped in exonic regions upstream of the TGA Stop codon, encompassing the 5’ non-coding region and the entire open-reading frame (ORF), while most of the 3’ noncoding region was underrepresented (Figure 1B). Indeed, consistent with the length of the observed variant *Rlim* mRNA, closer examination the *Rlim* cDNA sequence revealed a consensus alternative polyadenylation site (Proudfoot, 2011) starting 69 bp downstream of the TGA Stop codon (Figure 1C). Thus, in mature mouse testes a short, variant *Rlim* RNA is generated by alternative polyadenylation (Tian and Manley, 2017).

**Figure 1.**
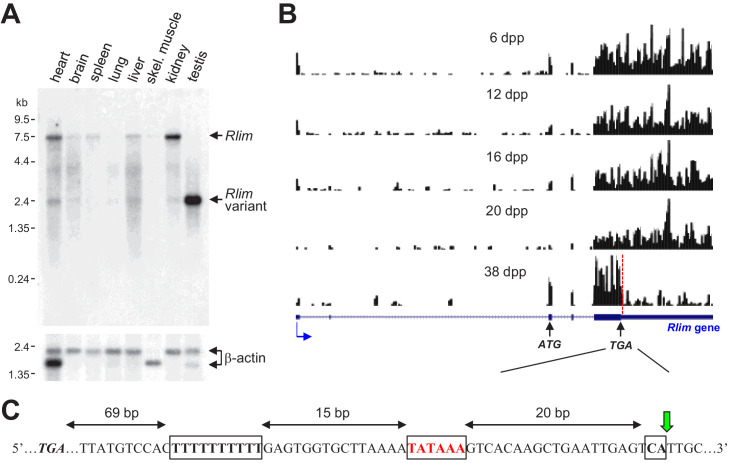
A short Rlim mRNA variant highly expressed in testis is generated via alternative polyadenylation in mature male mice. (**A**) A Northern blot containing RNA extracts from various adult mouse tissues (WT for *Rlim*) was hybridized with an *Rlim* probe (upper panel) and a probe recognizing β-actin as loading control (lower panel). (**B**) Modified from the UCSC Genome Browser: Cumulative raw reads from RNA-seq datasets of testes RNA isolated from post-natal mice at 6, 12, 16, 20, and 38 days post-partum (dpp) (Margolin et al., 2014) were mapped on the *Rlim* locus (variable scales). Structure of the *Rlim* gene is shown below in blue with boxed exon regions. Protein coding regions are indicated in thicker stroke. Blue arrow indicates direction of transcription. ATG start codon, TGA stop codon and site of alternative polyadenylation sequence (red dotted line) is indicated. Note low relative read density 3’ of the alternative polyadenylation site specifically in 38 dpp animals. (**C**) Nucleotide sequence containing an alternative polyadenylation site downstream of the TGA stop codon. Conserved motifs including a T-rich sequence, A/TATAAA, and CA motifs are boxed. The cleavage position is indicated (green arrow).

Because expression of *Rlim* mRNA and protein can be strikingly different (Ostendorff et al., 2006), we examined RLIM protein in testes using an established RLIM antibody (Ostendorff et al., 2006; Ostendorff et al., 2002). Consistent with our mRNA analyses (Figure 1), western blots on protein extracts of testis, brain, and spleen confirmed high expression of full-length RLIM protein in testis (Figure 2—figure supplement 1A). Using immunohistochemistry (IHC) on testes sections, we detected strong immunoreactivity in specific regions of some seminiferous tubules, representing differentiating spermatogenic cells (Figure 2A). Moreover, we detected single RLIM-positive cells at the periphery of all tubules. Consistent with published results (Wang et al., 2016), little to no RLIM staining was detected in males carrying a Sox2-Cre (Hayashi et al., 2002) – mediated conditional knockout of the *Rlim* gene (cKO/Y^Sox2-Cre^), as these animals lack RLIM in somatic tissues as well as the germline (Wang et al., 2016; Shin et al., 2014). Lack of RLIM protein in testes of cKO/Y^Sox2-Cre^ animals was confirmed by western blot (Figure 2—figure supplement 1B). Because high RLIM levels appeared to be expressed at specific stages during spermatogenesis (Figure 2A), we performed co-staining using an antibody against peanut agglutinin (PNA) that stains acrosomal structures allowing staging of spermatogenic cells within seminiferous tubules (Kotaja et al., 2004; Oakberg, 1956a; Oakberg, 1956b). Around seminiferous stage II / III, RLIM levels are detectable but low in all spermatogenic cells, including post-meiotic step 2/3 spermatids (Figure 2B). However, indicated by RLIM/PNA co-staining, RLIM levels are high in step 6–8 round spermatids (stages VI–VIII), a mid-timepoint in spermiogenesis before spermatids begin to elongate (O'Donnell, 2014; Qian et al., 2014). Thus, RLIM protein levels are low in step 1–5 spermatids, dramatically upregulated in step 6–8 spermatids, and then downregulated in elongating spermatids at step 10 prior to their release (O'Donnell et al., 2011; Figure 2B). We noted that the nuclei of RLIM-positive cells located at the periphery of seminiferous tubules displayed a triangular shape characteristic for Sertoli cells (Figure 2—figure supplement 1C). To identify this RLIM-positive cell type (Figure 2A), we performed IHC, co-staining with antibodies against RLIM and the Sertoli cell marker GATA1 (Yomogida et al., 1994). Positive co-staining identified these cells as Sertoli cells (Figure 2C). This dynamic and regulated expression of *Rlim* suggests roles during male reproduction.

**Figure 2.**
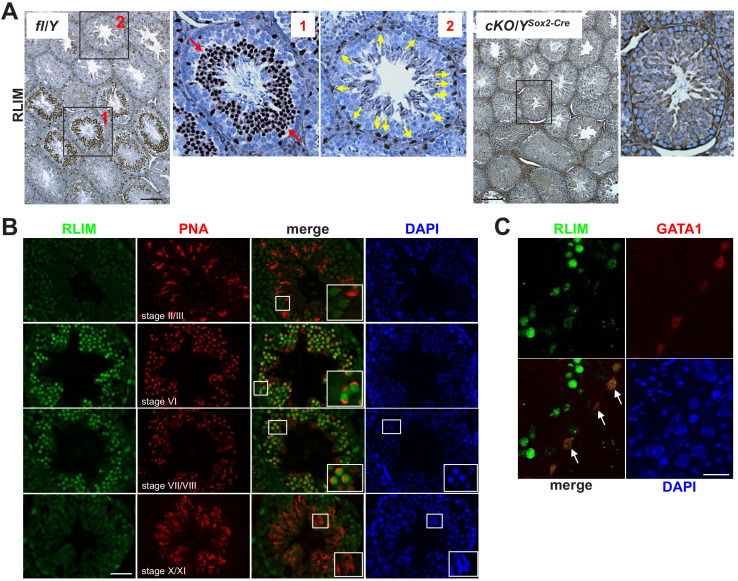
High RLIM protein expression specifically in round spermatids and in Sertoli cells. Tissue sections of mouse testes were stained using IHC with indicated antibodies. Boxed areas are shown in higher magnification. (**A**) DAB staining of testes sections generated from fl/Y and, as negative control, *Rlim* cKO/Y^Sox2-Cre^ males littermates using antibodies against RLIM. Left panel: fl/Y male. Red arrows (box 1) and yellow arrows (box 2) point at spermatogenic cells and cells located in the periphery of seminiferous tubules that exhibit high RLIM staining, respectively. Right panels: cKO/Y male. Scale bars = 150 μm. (**B**) IHC on fl/Y testis co-staining with antibodies against RLIM (green) and PNA (red) to determine differentiation stages of spermatogenic cells within seminiferous tubules (indicated). Scale bar = 60 μm. (**C**) IHC on fl/Y testis co-staining with antibodies against RLIM (green) and GATA1 (red), a Sertoli cell marker. Scale bar = 25 μm.

**Figure 2—figure supplement 1.**
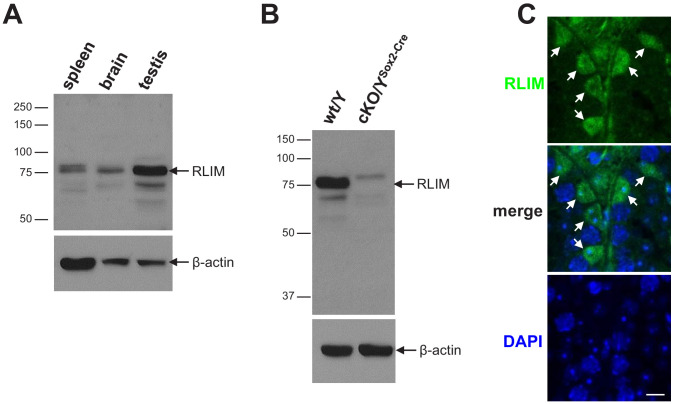
RLIM protein in testis. (**A**) Comparison of RLIM protein expression in mouse spleen, brain, and testis using western blot analysis. Note high levels of full-length RLIM (arrow) in testis. As loading control, the same blot was stripped and hybridized with antibodies against β-actin (lower panel). (**B**) RLIM (arrow) is undetectable in testis of cKO/Y^Sox2-Cre^ males. A slightly higher migrating band is unspecific. (**C**) IHC staining of sections from WT/Y testis using RLIM antibodies. Note RLIM-positive cells in the periphery of seminiferous tubules (arrows) containing triangular-shaped nuclei. Scale bar = 10 μm.

### Diminished production and functionality of Rlim KO sperm

Next, we investigated functions of the *Rlim* gene in males using our conditional knockout (cKO) mouse model (Shin et al., 2010). Results on male mice systemically lacking *Rlim* induced by Cre recombinase transgenes (Shin et al., 2010; Wang et al., 2016; Shin et al., 2014) or by germline KO (Figure 3—figure supplement 1A) reveals that *Rlim* has no essential functions during male embryogenesis and post-natal development. The germline KO/Y animals were generated by crossing heterozygous *Rlim* KO females (fl_m_/KO_p_) with WT/Y males (Shin et al., 2010; Shin et al., 2014). To explore potential roles of the *Rlim* gene during male reproduction, we compared testes of 8-week-old animals systemically lacking *Rlim* either by a germline *Rlim* KO or with a Sox2-Cre-mediated *Rlim* cKO (cKO/Y^Sox2-Cre^) with fl/Y littermate controls. Indeed, in cKO/Y^Sox2-Cre^ and KO/Y mice the size and weight of the testis was significantly decreased when compared to their respective fl/Y littermates, (Figure 3A,B; Figure 3—figure supplement 1B). This was accompanied by lower numbers of mature sperm isolated in Caudal swim-out experiments (Figure 3C; Figure 3—figure supplement 1C). Even though these numbers are biased towards motile sperm, these data suggest diminished sperm production. To examine plausible causes for these phenotypes, we analyzed PAS-stained testis sections. However, we did not detect obvious abnormalities of specific testicular cell types during spermiogenesis in animals lacking *Rlim*, and sperm release into tubules appeared normal (Figure 3—figure supplement 1D, not shown). Moreover, in IHC staining testes sections with antibodies against cleaved caspase 3, there were no signs of increased apoptosis in the spermatogenic cells lacking *Rlim* (not shown). Examining epididymal epithelia, which also express RLIM (Figure 3—figure supplement 2A), revealed no significant differences in weight between fl/Y and cKO/Y^Sox2-Cre^ animals (Figure 3—figure supplement 2B). Visualizing tubules that form the inner epididymal layers via de-lipidation (Sylwestrak et al., 2016; Tomer et al., 2014), we did not detect major differences between genotypes (Figure 3—figure supplement 2C). Our results indicate testicular phenotypes in mice lacking *Rlim*.

**Figure 3.**
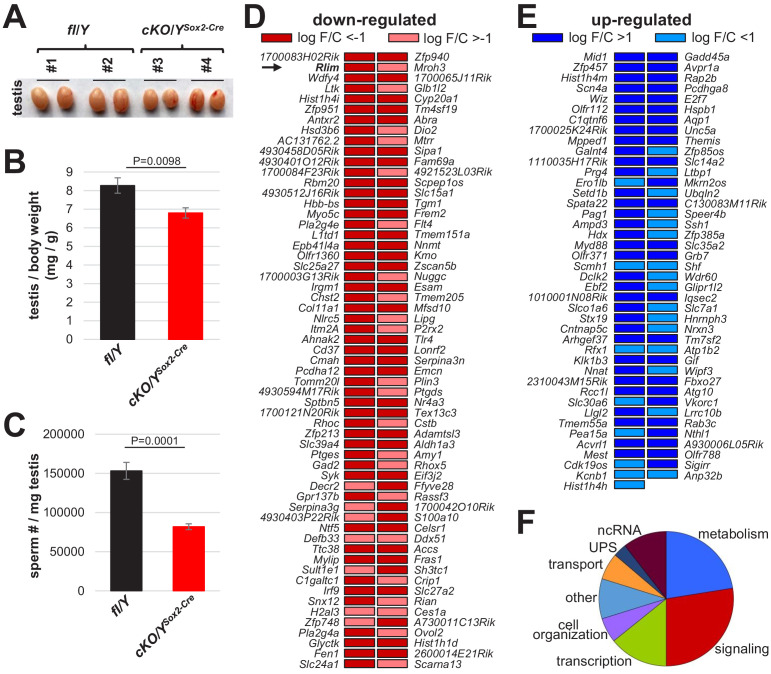
Lack of *Rlim* affects sperm production. Males systemically lacking *Rlim* were generated via Sox2-Cre mediated *Rlim* deletion (cKO/Y^Sox2-Cre^) and directly compared to fl/Y male littermates at 8 weeks of age. (**A**) Deletion of *Rlim* results in smaller testes. Representative testes isolated from adult male fl/Y control animals (#1,2) and cKO/Y^Sox2-Cre^ littermates (#3,4) are shown. (**B**) Significantly decreased weight of testes isolated from cKO/Y^Sox2-Cre^ animals (n = 9) when compared to fl/Y littermates (n = 7). Values were normalized against total body weight and represent the mean ± s.e.m. p Values are shown (students t-test). (**C**) Significantly decreased numbers of sperm in animals lacking *Rlim*. Cauda epididymal sperm were collected via swim-out in HTF medium. After 10 min of swim-out, total sperm numbers were determined (n = 7 fl/Y; n = 9 cKO/Y^Sox2-Cre^). s.e.m. and p Values are indicated. (**D, E**) Differentially expressed genes in testes of fl/Y and cKO/Y^Sox2-Cre^ mice as determined by RNA-seq experiments on biological replicates. Genes significantly (p<0.05) down-regulated and up-regulated upon the *Rlim* deletion in each experiment are shown in (**C**) and (**D**), respectively. Arrow indicates *Rlim*. (**F**) Differentially expressed genes distribute in eight functional categories that include metabolism, signaling, transcription, cell organization, transport, UPS, ncRNA and other.

**Figure 3—figure supplement 1.**
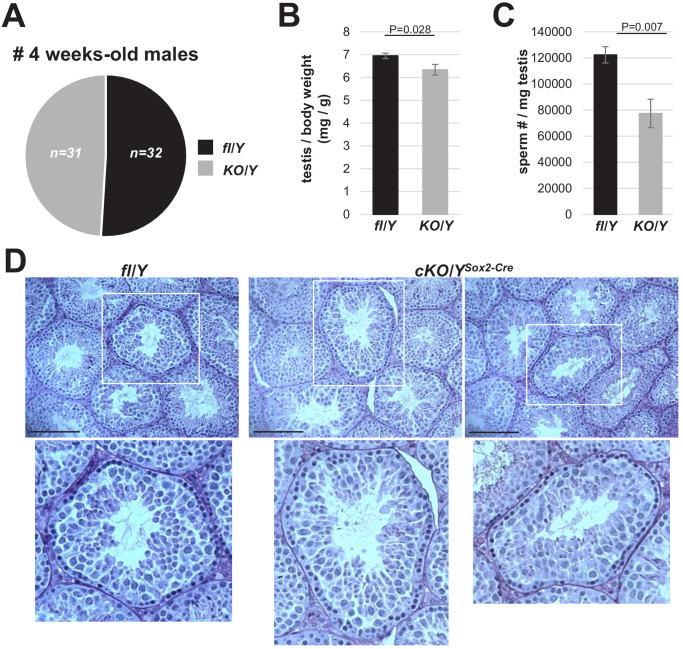
Decreased sperm production in males lacking Rlim. (**A**) *Rlim* has no essential functions during male embryogenesis and post-natal development. Using *Rlim^fl/KO^* as dames, a similar number of males out of 9 litters receiving a germline *KO* or the *fl Rlim* allele were born and appeared healthy beyond 4 weeks of age. (**B**) Significantly decreased weight of testes isolated from 8 weeks old cKO/Y animals (n = 8) when compared to fl/Y littermates (n = 6). Values were normalized against total body weight and represent the mean ± s.e.m. p Values are shown (students t-test). (**C**) Significantly decreased numbers of sperm in animals lacking *Rlim*. Cauda epididymal sperm were collected via swim-out in HTF medium. After 10 min of swim-out, total sperm numbers were determined (n = 6 fl/Y; n = 9 cKO/Y). s.e.m. and p Values are indicated. (**D**) No major difference in seminiferous tubules at step nine between fl/Y and cKO/Y^Sox2-Cre^ in PAS-stained testes sections. Scale bars = 150 μm.

**Figure 3—figure supplement 2.**
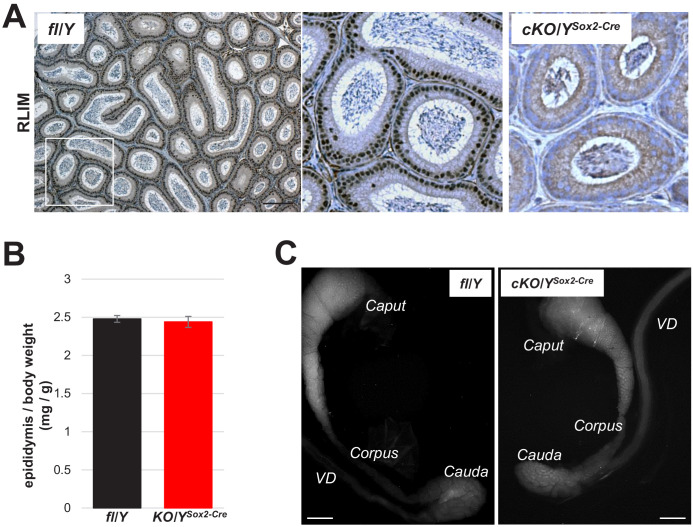
Normal epididymal appearance in males lacking Rlim. (**A**) Robust staining of most/all nuclei of epithelial cells lining epididymal tubules in IHC on a cross-section through the Cauda region of fl/Y males using *Rlim* antibodies. cKO/Y^Sox2-Cre^ sections served as control. Scale bar = 50 μm. (**B**) Similar weights of fl/Y and cKO/Y^Sox2-Cre^ epididymides (n = 9 animals, each). (**C**) Visualization of epididymal structure via de-lipidation. Caput, Corpus, Cauda regions as well as Vas Deferens (VD) are indicated.

As *Rlim* is a transcriptional regulator and the structural integrity of testes appeared to be generally intact in cKO/Y^Sox2-Cre^ males (Figure 2A), we next examined effects of *Rlim* on genome wide gene expression. Thus, we performed RNA-seq experiments on RNA isolated from total testis of 8-week-old animals, comparing global gene expression in cKO/Y^Sox2-Cre^ and fl/Y male littermates. These experiments including library construction, sequencing, and data processing were performed as previously described (Wang et al., 2017). 

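RNA of total testis was available for 7 libraries, 3 from fl/Y and 4 from cKO/Y Sox2-Cre males at 8 weeks of age. The labels of the libraries give 2 batches, and batch 2 held fl/Y replicates 1 and 2 and cKO/Y Sox2-Cre replicates 1 and 2, while the other 3 libraries formed batch 1. Each value is in CPM (reads scaled to a common library size), as deposited by the authors after scaling each library. In each library the values were whole multiples of the value of 1 read to within 0.001 of a read, and the scaling equalled the TMM factors of edgeR. Over the 19719 genes listed, the libraries held 2822168 to 8633399 reads, so that 3 reads, the most that a count of 0 allows, stood for 0.301 to 0.945 CPM, which covers counting error only. Genes were compared on log2(CPM + 0.5) with limma, a linear model with moderated variances, with the batch as a covariate and two-sided p-values adjusted by Benjamini-Hochberg over the 19400 genes with more than 1 CPM in at least 3 libraries. Simulated libraries of the same design held no variation shared between genes beyond the batch. In them, 52% of genes set to a 2-fold difference and 90% set to a 4-fold difference reached an adjusted p under 0.05. There, 115 genes set to differ and 6 others were called, against 1 gene by limma in the real data. The Benjamini-Hochberg limit is less strict when more genes are called. These shares may thus be too high if few genes differ.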

Consistent with findings that attribute both positive and negative functions of RLIM for gene transcription (Bach et al., 1999; Gontan et al., 2012), statistical analyses revealed 118 down-regulated and 83 up-regulated genes (threshold p<0.05) in cKO/Y^Sox2-Cre^ animals (Figure 3C,D). 

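*Rlim* (ENSMUSG00000056537) lies on chromosome X of GRCm38 from 103957163 to 103981284. Its RNA was at 77.2 ± 19.8 CPM (SD, n = 3) in fl/Y and at 27.7 ± 7.58 CPM (SD, n = 4) in cKO/Y Sox2-Cre testes, and every cKO/Y Sox2-Cre library was below every fl/Y library. This is a log2 fold change of -1.38 (standard error 0.16, adjusted p = 0.0087 from limma), with -1.29 within batch 2 and -1.52 within batch 1. Without the batch as a covariate the adjusted p was 0.921 at a log2 fold change of -1.47, and without fl/Y replicate 3 it was 0.634. Over 27 alternatives of the processing, the adjusted p of *Rlim* ranged from 5.4e-10 to 0.921. *Rlim* was the only gene past an adjusted p of 0.05 in limma, as 1 gene lower and 0 genes higher in cKO/Y Sox2-Cre testes. At an unadjusted p under 0.05, 265 genes were lower and 236 were higher, where 970 of 19400 genes would be reached by chance. Without cKO/Y Sox2-Cre replicate 2 the counts were 605 and 613, or 1218 genes, which is more than the 970 given by chance. The likelihood ratio test of edgeR on the recovered reads gave 3 genes lower and 7 higher at an adjusted p under 0.05. Its lower genes were *Rlim*, 1700084F23Rik and AC124581.3, and its higher genes were AK157302, AC116589.11, *Mpped1*, *Zfp457*, Gm9164, 2410141K09Rik and *Mid1*. Of these, 1700084F23Rik, AC124581.3, AK157302, AC116589.11, *Zfp457* and 2410141K09Rik lie on chromosome 13, and *Rlim*, Gm9164 and *Mid1* on the X chromosome. For genes on chromosome 13, an effect of the Sox2-Cre transgene cannot be told apart from the loss of *Rlim*. *Mpped1* was at 7.56 ± 0.622 CPM (SD, n = 3) in fl/Y and 15.1 ± 1.28 CPM (SD, n = 4) in cKO/Y Sox2-Cre testes, with an adjusted p of 0.962 in limma. 1700084F23Rik was at 28.2 ± 2.01 CPM (SD, n = 3) and 13.2 ± 2.63 CPM (SD, n = 4), with an adjusted p of 0.412 in limma and of 0.0351 without cKO/Y Sox2-Cre replicate 2. AK157302 was at 2.50 ± 1.57 CPM (SD, n = 3) and 9.12 ± 3.69 CPM (SD, n = 4), and 73.4% of its 35-base words also occur in transcripts of *Isca1* or of 2 other genes. From genes that differ in both directions, the paper relates its result to earlier reports of positive and negative roles of RLIM in transcription.

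**Figure D1:**
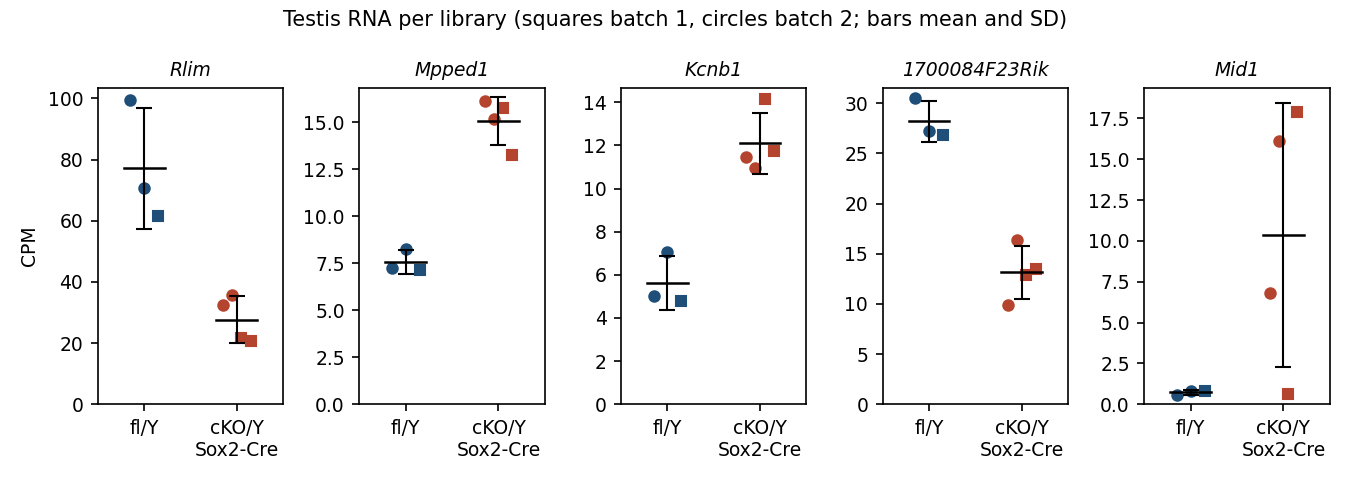
CPM of 5 genes in each testis library of fl/Y (blue) and cKO/Y Sox2-Cre (red) mice, with squares for batch 1, circles for batch 2, and bars for mean and SD. For *Rlim* the 4 cKO/Y Sox2-Cre libraries lie below the 3 fl/Y libraries.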

Gene ontology analyses revealed that functions of these genes fell mostly in eight categories with around half of all differentially expressed genes involved in signaling (27.5%) and regulation of metabolism (22.5%), in particular regulatory functions on lipid metabolism (Figure 3E). 

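Lists of genes of lipid and sugar metabolism were written before the data were examined, but with the paper's Figure 3D and 3E at hand. Lists with members in that figure are therefore not independent of the paper's result. They were compared with all other genes by camera, a test of a list against the rest of the genome. Of 34 genes of fatty acid oxidation, 2 were lower and 0 were higher in cKO/Y Sox2-Cre testes at an unadjusted p under 0.05. These were *Slc27a2*, at 1.91 ± 0.0933 CPM (SD, n = 3) in fl/Y and 0.534 ± 0.146 CPM (SD, n = 4) in cKO/Y Sox2-Cre testes, and *Decr2*, at 9.39 ± 0.81 and 6.16 ± 1.61 CPM. Both are among the down-regulated genes of the paper's Figure 3D. Neither passed the adjusted p in limma over all genes, and none of the list passed when adjusted over the list alone. The median log2 fold change of this list was 0.018 and its mean was -0.041, with an adjusted p of 0.764 from camera. Phospholipases, lipases and prostaglandin synthesis genes had a median of -0.078 over 29 genes (adjusted p = 0.331 from camera), with -0.31 as the mean within batch 2 and 0.21 within batch 1. Without fl/Y replicate 3 the adjusted p of this list was 5.5e-04, and without cKO/Y Sox2-Cre replicate 3 it was 0.0251, in a range of 5.5e-04 to 0.925 over all alternatives. With the correlation between genes estimated from the data it was 0.884. Its genes with the smallest p were *Ptges* and *Pla2g4a*, at log2 fold changes of -0.74 and -0.66. The paper shows both as down-regulated, and 7 of the 29 genes are in its Figure 3D or 3E. The median was -0.039 for fatty acid synthesis and elongation and 0.025 for cholesterol synthesis, where the mean was -0.011. Glycolysis genes had a median of 0.058, with adjusted p-values of 0.0142 to 0.943 over the alternatives and 0.884 with an estimated correlation, and pentose phosphate pathway genes one of -0.036. Over all libraries, none of these 4 lists passed camera, at adjusted p-values of 0.437 to 0.860. Of these 4 lists, cholesterol synthesis has 1 gene in Figure 3D or 3E and the others have 0. *G6pdx* was at 7.82 ± 0.982 CPM (SD, n = 3) in fl/Y and 8.44 ± 3.90 CPM (SD, n = 4) in cKO/Y Sox2-Cre testes. *G6pd2*, of the pentose phosphate pathway list, was at 45.7 ± 2.59 and 41.4 ± 2.17 CPM. The paper speculates on G6PDH activity in sperm, which RNA of total testis does not measure.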

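Of 350 zinc finger genes named Zfp, 6 were lower and 3 were higher in cKO/Y Sox2-Cre testes at an unadjusted p under 0.05. The list had a median log2 fold change of -0.043 and an adjusted p of 0.495 from camera, in a range of 0.0486 to 0.916 over the alternatives. With the correlation between genes estimated from all libraries (0.029), the adjusted p of the list was 0.884. *Zfp457* was at 1.28 ± 0.859 CPM (SD, n = 3) in fl/Y and 4.93 ± 1.63 CPM (SD, n = 4) in cKO/Y Sox2-Cre testes, and *Zfp951* was at 24.3 ± 4.09 and 12.3 ± 3.88 CPM. Of 46 replication-dependent histone genes, *Hist1h4i* was lower and *Hist1h4m* higher when adjusted over the list alone, and 0 passed over all genes in limma. The list of histone genes passed camera for a mean CPM above 5 (adjusted p = 0.0279, in a range up to 0.927), with a preset correlation of 0.01 between genes, and did not pass over all libraries with an estimated correlation of 0.143 (adjusted p = 0.884). 33.8% of the 35-base words of *Hist1h4i* also occur in transcripts of other genes. Among 280 solute carriers the median was 0.022, with 6 lower and 7 higher at an unadjusted p under 0.05. *Slc2a1* was at 3.65 ± 1.54 CPM (SD, n = 3) in fl/Y and 6.79 ± 2.01 CPM (SD, n = 4) in cKO/Y Sox2-Cre testes, and had log2 fold changes of 0.32 within batch 2 and 1.66 within batch 1. Of 286 genes of ubiquitin ligase families and ubiquitin proteases, 1 was lower and 3 were higher at an unadjusted p under 0.05, and the median was 0.010. *Usp51* and *Usp27x* had log2 fold changes of -0.86 and 0.66. The median of 39 proteasome genes was -0.011. The lists of solute carriers, of ubiquitin ligases and proteases and of the proteasome did not pass camera, at adjusted p-values of 0.519 to 0.605.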

Other genes are involved in transcription/chromatin (14%), cell organization (6%), transport (6%) or the UPS (3%), while 9.5% of gene functions occupy multiple other cellular pathways. 

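Of the 501 genes at an unadjusted p under 0.05, 104 (20.8%) are annotated as non-coding RNA genes, against 14.4% of the 19400 genes tested. Among them, 58 were lower and 46 were higher in cKO/Y Sox2-Cre testes, a division that did not differ from that of the other genes (Fisher's exact test, two-sided, p = 0.581). The 2709 long non-coding RNA genes tested had a median log2 fold change of -0.033, and 0 passed an adjusted p of 0.05 in limma. 1700017L05Rik, a long non-coding RNA gene on chromosome 5, was at 6.96 ± 0.913 CPM (SD, n = 3) in fl/Y and 13.9 ± 2.20 CPM (SD, n = 4) in cKO/Y Sox2-Cre testes. AC116589.11 on chromosome 13 was at 0.0884 ± 0.153 and 2.18 ± 1.10 CPM, and 53.3% of its 35-base words also occur in transcripts of Gm26754. AC122371.2 was at 1.72 ± 0.462 and 5.19 ± 1.86 CPM. The median over 1540 clone-named RIKEN transcripts was -0.038, with 28 lower and 23 higher at an unadjusted p under 0.05.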

Around 10.5% of transcripts constituted non-coding (nc) RNAs. No major differences in functions between up- and down-regulated genes were detected in cKO/Y^Sox2-Cre^ testes. 

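For each of 34 lists of genes, the share of its members among the 265 genes lower and the 236 genes higher at an unadjusted p under 0.05 was compared by Fisher's exact test, two-sided. None of the lists differed between the directions after adjustment over the 34 tests. The smallest unadjusted p of this exact test was 0.0635, for genes on the X chromosome with 18 lower and 7 higher. Lists with 0 genes in both directions, such as those of round spermatids and of the proteasome, could not differ in this test. Lists with few such genes, as fatty acid oxidation with 2 lower and 0 higher, could not pass even with all in one direction. For these lists the test decides nothing. Peritubular myoid cell genes gave p = 0.104 in the same exact test with 0 lower and 3 higher, which were *Col3a1*, *Col1a1* and *Col1a2*. Pseudogenes made up 10.2% of the lower and 4.66% of the higher genes (Fisher's exact test, p = 0.0269, not adjusted). Protein-coding genes made up 63.0% of the lower and 69.9% of the higher genes (Fisher's exact test, p = 0.108).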

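Of 30 genes of the cytoplasmic droplet and the tubulobulbar complex, listed before the data were examined, 0 were lower and 0 were higher in cKO/Y Sox2-Cre testes at an unadjusted p under 0.05. Their median log2 fold change was 0.020 and the adjusted p from camera was 0.591. *Espn*, which encodes an actin-bundling protein of Sertoli cell junctions, was at 40.9 ± 28.1 CPM (SD, n = 3) in fl/Y and 68.0 ± 34.9 CPM (SD, n = 4) in cKO/Y Sox2-Cre testes, a difference within the spread of the libraries. *Pxn* was at 34.8 ± 8.47 and 46.5 ± 12.5 CPM.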

Combined, these results suggest functions of *Rlim* during spermatogenesis.

Next, we investigated the characteristics and functionality of sperm isolated from the Cauda of 8-week-old males via swim-out. Indeed, cKO/Y^Sox2-Cre^ sperm displayed elevated rates of morphological abnormalities, including coiled midpieces and head malformations (Figure 4A,B). However, the sperm capacitation-induced phosphorylation pathways, acrosomal status and induced acrosome reaction in *Rlim* KO sperm were similar to controls as judged by western blot and PNA staining, respectively (Figure 4—figure supplement 1A–E), indicating that the deletion of *Rlim* did not affect general signaling. To examine sperm motility, we used CEROS computer-assisted semen analysis (CASA) in swim-out experiments at T0 and after 60 min (T60) under conditions that allow capacitation comparing cKO/Y^Sox2-Cre^ males with fl/Y littermates. The results revealed significant motility deficiencies of cKO/Y^Sox2-Cre^ sperm. Indeed, cKO/Y^Sox2-Cre^ sperm displayed decreased total motility, and out of the total motile sperm the percentages of sperm with progressive motility was lower, while the percentages of slow and weakly motile sperm populations were higher (Figure 4C–E). Thus, cKO/Y^Sox2-Cre^ sperm is less motile. Next, we tested for possible functional consequences of these deficiencies during in vitro fertilization (IVF) (Sharma et al., 2016), using oocytes originating from WT females and sperm isolated from either fl/Y or cKO/Y^Sox2-Cre^ littermates. In these experiments, the numbers of oocytes and sperm cells were adjusted to 100–150 and 100,000, respectively, to achieve fertilization rates of around 80% for the control samples as judged by the number of embryos reaching cleavage stage 24 hr after adding sperm (Figure 4F,G). The development of IVF embryos was monitored up to (96 hr) at which point blastocyst stage was reached by the majority of embryos generated by control sperm. Indeed, sperm isolated from fl/Y control animals yielded in 84.3% cleavage stage and 77% blastocyst stage embryos, compared to 67.0% and 46.8% for cKO/Y^Sox2-Cre^ sperm, respectively (Figure 4F,G). Moreover, the rate of blastocysts per cleavage staged embryos was 92% of for fl/Y sperm and only 70% for cKO/Y^Sox2-Cre^ (Figure 4—figure supplement 1F), suggesting that lack of *Rlim* negatively affects embryonic development under in vitro conditions. Thus, sperm isolated from cKO/Y^Sox2-Cre^ animals yielded in significantly less embryos reaching the appropriate developmental stage when compared to fl/Y littermate controls, both for cleavage and blastocyst stages (Figure 4F,G). Combined, these data indicate that deletion of *Rlim* in male mice results in reduced sperm functionality.

**Figure 4.**
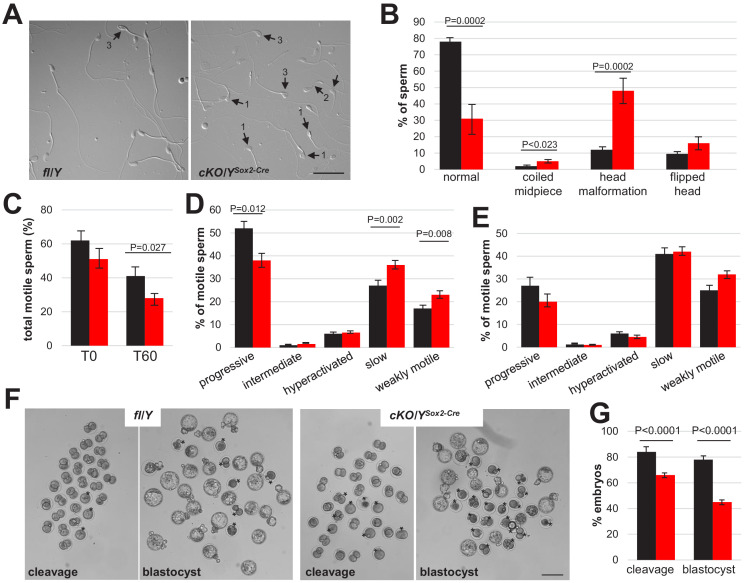
Increased abnormalities and decreased functionality in sperm lacking *Rlim*. Cauda epididymal sperm were collected via swim-out from 8-week-old males (n = 7 fl/Y ▪; n = 9 cKO/Y^Sox2-Cre^▪). (**A**) Sperm morphology was assessed by light microscopy. Representative images of difference interference contrast (DIC) display the morphological patterns found indicated by arrows: 1, Head malformation; 2, Coiled midpiece; 3, Flipped head. Scale bar = 25 µm. (**B**) Quantification of the morphology patterns. Percentages of normal sperm, coiled midpiece, head malformation, and flipped head out of the sperm population. At least 100 sperm per sample were counted, total sperm counted 1146 for fl/Y and 1077 for cKO/Y^Sox2-Cre^. Values represent the mean ± s.e.m. (**C**) Sperm motility was evaluated in the swim-out (T0) and after 60 min of incubation in conditions that support capacitation (T60). Sperm motility was examined using the CEROS computer-assisted semen analysis (CASA) system. Percentage of total motile sperm in the population. n = 12, values represent the mean ± s.e.m. (**D**) Classification of type of motility (progressive, intermediate, hyperactivated, slow, and weakly motile; in percentage) out of the total motile population at T0. n = 12, values represent the mean ± s.e.m. (**E**) Classification of type of motility (in percentage) out of the total motile population after 60 min of incubation in capacitation conditions (T60). n = 12, values represent the mean ± s.e.m. (**F**) Representative images for cleavage and blastocyst stages at 24 hr and 96 hr, respectively. Asterisks indicate embryos not reaching anticipated embryonic stage. Scale bar = 100 μm. (**G**) Summary of IVF results. n = 142 and 313 presumed oocytes for fl/Y and cKO/Y sperm, 7 and 8 animals, respectively. Values represent the mean ± s.e.m.

**Figure 4—figure supplement 1.**
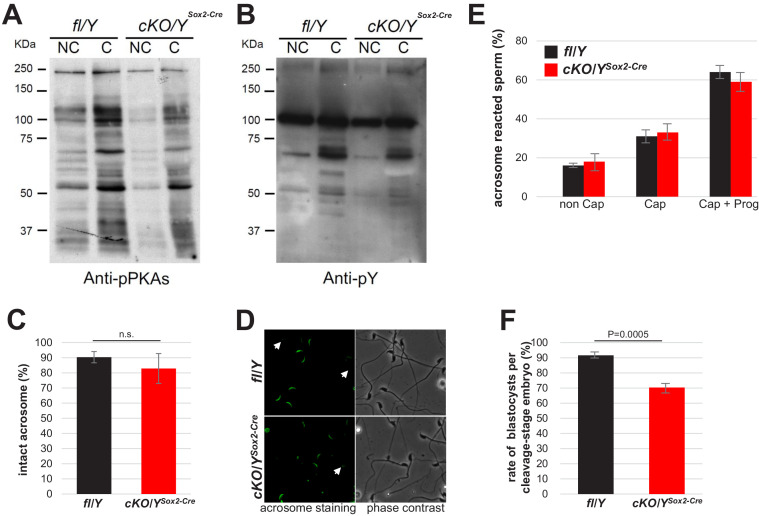
Evaluation of molecular and physiological events related to sperm capacitation. Sperm were incubated at 37°C for 60 min in m-TYH (non-capacitating conditions, NC) or in m-TYH supplemented with 15 mM NaHCO3 and 5 mg/ml BSA (capacitating conditions, (**C**)). (**A**) After 60 min of incubation proteins were extracted, subjected to SDS–PAGE, and electro-transferred to PVDF membranes. Then, phosphorylation of PKA substrates was detected by immunoblotting with Anti-pPKAs antibody. Representative image of four independent experiments. (**B**) Membranes were stripped and then phosphorylation of proteins in tyrosine residues (pY) was detected by immunoblotting with Anti-pY antibody. Representative image of four independent experiments. (**C**) Evaluation of capacitation through the ability to acrosome react. After 60 min of capacitation in m-TYH Cap medium, sperm samples were incubated with progesterone (Prog, 10 µM) or with DMSO (vehicle) in m-TYH Cap at 37°C for additional 30 min, and then acrosomal status was assessed by Alexa Fluor 488-PNA staining. Acrosome reaction after 90 min in non-capacitating (Non Cap) conditions was also evaluated. Results are indicated in percentage of acrosome reacted sperm. n = 4, at least 200 sperm per sample were counted. Values represent the mean ± s.e.m. (**D**) Evaluation of acrosomal status by Alexa Fluor 488-PNA staining. Representative fluorescence images of the acrosomal staining (left panel), and their corresponding phase contrast images (right panel). (**E**) Sperm displaying uniform fluorescence along their acrosomes were counted as intact. n = 9, at least 200 sperm per sample were counted. Values represent the mean ± s.e.m. (**F**) Rates of blastocysts per cleavage staged embryos sired by fl/Y or cKO/Y^Sox2-Cre^ sperm in IVF.

### Increased size of cytoplasmic droplets in Rlim cKO sperm

Because of the decreased motility of *Rlim* cKO sperm (Figure 4C–E), we examined the energetic status including amino acids, glycolysis, TCA cycle, pentose phosphate pathway, and nucleotide biosynthesis via metabolomic profiling of polar metabolites. We isolated 40–45 Mio cauda swim-out sperm each of 3 fl/Y and 5 cKO/Y^Sox2-Cre^ animals, and polar metabolites were measured using liquid chromatography coupled with mass spectrometry (LC-MS). Results showed that, unexpectedly, 66 metabolites were significantly more abundant in the cKO/Y^Sox2-Cre^ sperm, in particular levels of many amino acids, in contrast to only five metabolites that displayed lower levels (Figure 5A). Analyses of these diverse metabolites did not yield in the identification of a specific energy production pathway but rather revealed that metabolite intermediates of many cellular pathways are increased in the *Rlim* cKO sperm, suggesting a more general problem. Thus, we included electron microscopy (EM) in our analyses. Interrogating sperm via scanning EM (SEM) revealed significantly more *Rlim* cKO/Y^Sox2-Cre^ sperm displaying cytoplasmic droplets in the midpiece, and these droplets were also increased in size as measured using ImageJ software (Figure 5B–D). Because Cauda sperm has matured a considerable time in the epididymis that also expresses *Rlim* (Figure 3—figure supplement 2A), to distinguish testicular versus epididymal functions of *Rlim* in droplet formation we extended these studies to testicular sperm. Indeed, isolating testicular sperm from 30 fl/Y and cKO/Y^Sox2-Cre^ animals each, the numbers of isolated sperm per *Rlim* cKO testis were lower but this was no longer significant when compared to controls (Figure 6A). We noted that the midpieces from cKO sperm were highly vulnerable to rupturing, while the prevalence of coiled midpieces appeared similar between cKO and control sperm (Figure 6B). Moreover, we detected a low number of sperm that exhibited duplicated axonemes specifically in *Rlim* cKO/Y^Sox2-Cre^ but not in fl/Y sperm (Figure 6B; Figure 6—figure supplement 1A). Again, the sizes of cytoplasmic droplets in testicular sperm were significantly increased (Figure 6C,D). Transmission EM (TEM) on testes sections confirmed the occurrence of duplicated axonemes in cKO/Y^Sox2-Cre^ sperm as well as head malformations, while the overall structural integrity of the sperm tail appeared normal (Figure 6—figure supplement 1A–D), and no signs of decreased chromatin packaging in sperm heads was detected as judged by sperm head density. Interestingly, the cytoplasmic pockets in the *Rlim* cKO sperm heads appeared more pronounced in sperm of the epididymal Caput region (Figure 6E,F). These data reveal excessive cytoplasm in sperm heads and midpieces in males lacking *Rlim* and are consistent with testicular as opposed to epididymal functions of *Rlim*.

**Figure 5.**
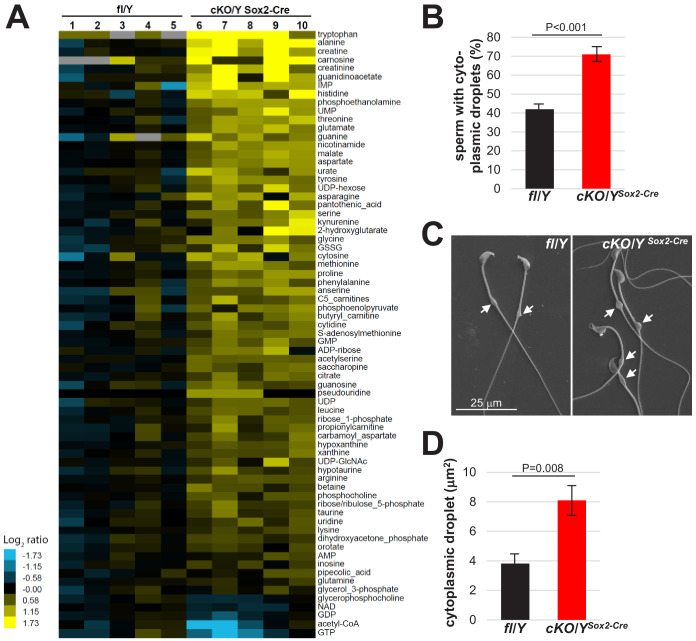
Increased size of cytoplasmic droplet in caudal sperm of males lacking *Rlim*. (**A**) Cauda epididymal sperm were collected from 8-week-old fl/Y or cKO/Y^Sox2-Cre^ mice and polar metabolites were determined via LC-MS. Samples were run and data analyzed by the Metabolite Profiling Core Facility at the Whitehead Institute. Note general increased content of metabolites in cKO/Y^Sox2-Cre^ sperm. (**B**) Cauda sperm was collected from 8-week-old fl/Y or cKO/Y^Sox2-Cre^ mice and after 10 min separation, immediately fixed in 2.5% glutaraldehyde followed by SEM analysis. Sperm with or without cytoplasmic droplets were counted. n = 250, each. (**C**) Increased size of cytoplasmic droplets in cKO/Y^Sox2-Cre^ sperm. Representative images are shown. Droplets are indicated by arrows. (**D**) Increased size of cytoplasmic droplets in cKO/Y^Sox2-Cre^ sperm. Droplet surface size was determined via ImageJ. n = 100, each.

**Figure 6.**
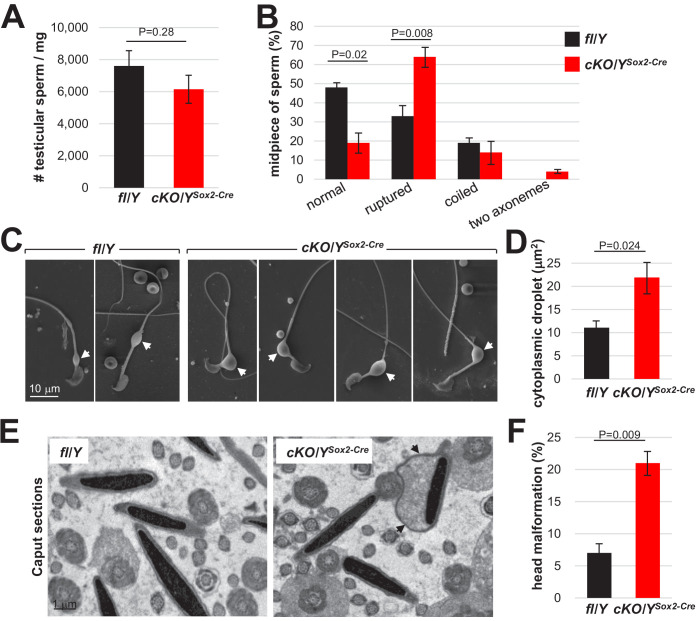
*Rlim* plays important roles for cytoplasmic reduction. Analyses of testicular sperm isolated from 8 weeks-old fl/Y or cKO/Y^Sox2-Cre^ mice. (**A**) Quantification of sperm yield normalized against testis weight. n = 30, each genotype. (**B**) Quantification of sperm morphology scoring ruptured, coiled sperm and sperm with two axonemes. n = 250. (**C**) Larger cytoplasmic droplets in cKO/Y^Sox2-Cre^ sperm. Representative images are shown. Droplets are indicated by arrows. (**D**) Increased size of cytoplasmic droplets in cKO/Y^Sox2-Cre^ sperm. Droplet surface size was determined via ImageJ. n = 100, each. (**E**) Sperm head malformations within the epididymal Caput region as determined via TEM. Representative images are shown. Arrows point at cytoplasmic pocket. (**F**) Quantification of sperm exhibiting excessive head cytoplasmic pocket.

**Figure 6—figure supplement 1.**
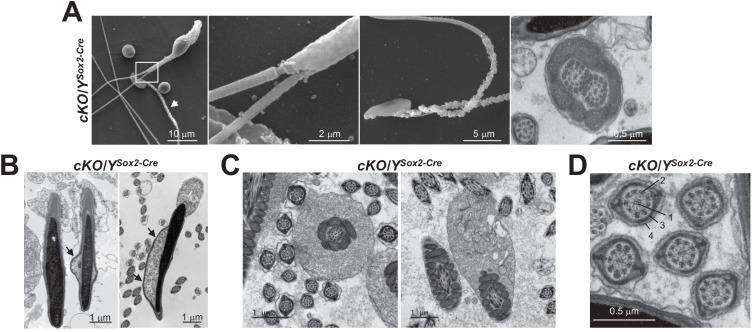
Evaluation of sperm structure within testes of cKO/Y^Sox2-Cre^ animals. (**A**) Examples of cKO/Y^Sox2-Cre^ sperm exhibiting two axonemes (SEM). Left panel: Sperm with two axonemes. Boxed area is shown in higher magnification. Middle panel: Sperm with two axonemes and ruptured midpiece. Right panel: TEM showing sperm with two axonemes, as indicated by the same orientation of dynein arms. (**B**) Head malformations as detected in TEM on testes sections are indicated by arrows. Arrows point at cytoplasmic pockets. (**C, D**) No major structural deficiencies were detected via TEM on testes sections in the midpiece (**C**) and the tail (**D**). 1=inner microtubule doublet of the axoneme (2); 2=outer microtubule doublet of the axoneme (9); 3=fibrous sheath; 4=plasma membrane.

### Functions of Rlim during spermiogenesis specifically in the spermatogenic cell lineage

Next, we addressed the question as to the cell type of *Rlim* action during spermiogenesis as RLIM protein is highly detectable both in the spermatogenic cell lineage specifically in round spermatids and in Sertoli cells (Figure 2). Because Sertoli cells play major roles in the regulation of spermiogenesis/spermiation (O'Donnell, 2014; O'Donnell et al., 2011; França et al., 2016) and cell numbers are correlated with sperm production capacity (Griswold, 1995), we compared number of cells positive for Sertoli cell marker GATA4, as in adult mice GATA4 expression does not vary with the cycle of the seminiferous epithelium (Yomogida et al., 1994). Counting GATA4-positive cells within seminiferous tubules, IHC revealed similar numbers of Sertoli cells in testes with or without *Rlim* (Figure 7—figure supplement 1A,B), indicating that *Rlim* is not required for Sertoli cell development and differentiation. Moreover, analyzing specific Sertoli cell structures involved in spermiation in testis sections via TEM, we did not detect major structural deficiencies in cells lacking *Rlim* including the formation of apical ectoplasmic specialization (ES) or the apical tubulobulbar complex (TBC), and no obvious signs of defective cytoplasmic reduction (Figure 7—figure supplement 1C,D).

In order to genetically elucidate the cell identity of *Rlim* function, we targeted the *Rlim* cKO via *Ngn3-Cre* (also known as *Neurog3-Cre*) (Schonhoff et al., 2004) to the spermatogenic cell lineage (Yoshida et al., 2004) and via *Sf1-Cre* (Dhillon et al., 2006) to Sertoli cells (Kim et al., 2007). IHC on testis sections using RLIM antibodies confirmed the correct, specific and penetrant targeting of both Cre drivers (Figure 7A). Because of a mixed background of these Cre-driver mouse lines, cKO males were compared to their respective littermate controls. Indeed, *Rlim* cKO/Y^Ngn3-Cre^ mice displayed decreased testis weights and numbers of mature sperm isolated in caudal swim-out experiments (Figure 7B,C, respectively). In contrast, no significant effects on testes weights and sperm numbers were measured in cKO/Y^Sf1-Cre^ animals. Consistent with these findings, SEM analyses of Caudal swim-out sperm revealed significantly increased numbers of sperm containing cytoplasmic droplets in cKO/Y^Ngn3-Cre^ animals when compared with cKO/Y^Sf1-Cre^ animals and their respective littermate controls (Figure 7D). Moreover, focusing on sperm with cytoplasmic droplets, the droplet sizes in cKO/Y^Ngn3-Cre^ sperm were increased (Figure 7E,F), similar to those of cKO/Y^Sox2-Cre^ sperm (Figure 5C,D). IVF experiments using swim-out sperm yielded in 76% cleavage stage and 58% blastocyst stage embryos for control, compared to 62% and 33% for cKO/Y^Ngn3-Cre^ sperm, respectively (Figure 7G), confirming the functional deficiency of sperm. Thus, the phenotypes in males systemically lacking *Rlim* are largely recapitulated by cKO/Y^Ngn3-Cre^ but not cKO/Y^Sf1-Cre^ mice, demonstrating functions of *Rlim* in the spermatogenic cell lineage. Our combined results provide strong evidence that the upregulated expression of *Rlim* in round spermatids plays important functions for the reduction of cytoplasmic volume in sperm.

**Figure 7.**
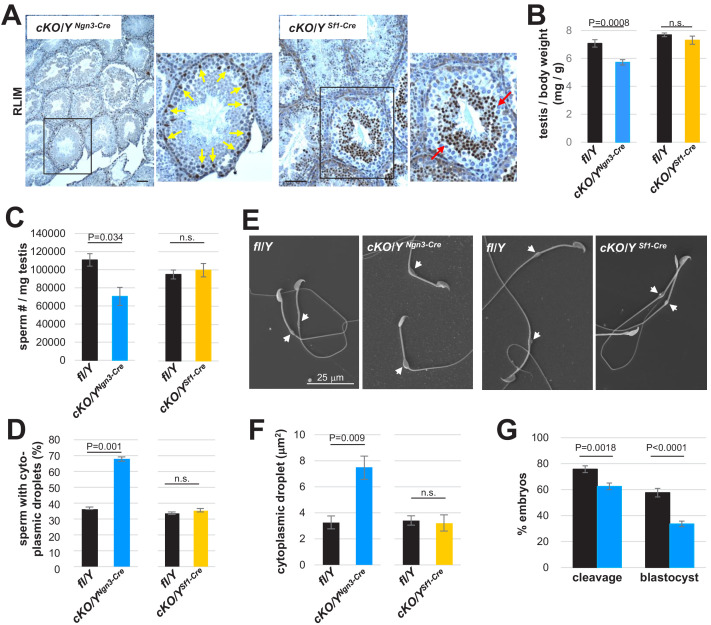
Functions of *Rlim* predominantly in the spermatogenic cell lineage. Animals with an *Rlim* cKO in the spermatogenic cell lineage or in Sertoli cells were generated via Ngn3-Cre and SF1-Cre (cKO/Y^Ngn3-Cre^ and cKO/Y^SF1-Cre^), respectively. (**A**) IHC on testis sections of cKO/Y^Ngn3-Cre^ and cKO/Y^SF1-Cre^ animals using RLIM antibodies. Correct targeting is indicated by lack of RLIM specifically in spermatogenic cells but not Sertoli cells (yellow arrows) in cKO/Y^Ngn3-Cre^ animals, and in Sertoli cells but not round spermatids (red arrows) in cKO/Y^SF1-Cre^ males. Scale bars = 75 μm. (**B**) Significantly decreased weight of testes isolated from cKO/Y^Ngn3-Cre^ males but not from cKO/Y^Sf1-Cre^ animals (n = 18 fl/Y; 14 cKO/Y^Ngn3-Cre^) (n = 16 fl/Y; 10 cKO/Y^Sf1-Cre^). cKO animals were directly compared to their respective fl/Y male littermates at 8 weeks of age. Values were normalized against total body weight and represent the mean ± s.e.m. p Values are shown (students t-test). (**C**) Significantly decreased numbers of sperm isolated from cKO/Y^Ngn3-Cre^ males but not from cKO/Y^Sf1-Cre^ animals. Cauda epididymal sperm were collected via swim-out in HTF medium. After 10 min of swim-out, total sperm numbers were determined (n = 7 fl/Y; n = 9 cKO/Y^Ngn3-Cre^; n = 9 fl/Y; n = 11 cKO/Y^Sf1-Cre^). s.e.m. and p values are indicated. (**D**) Cauda sperm was collected from 8 weeks-old mice and visualized via SEM (n = 3 per genotype). Sperm with or without cytoplasmic droplets were counted. n = 250, per animal. (**E**) Increased size of cytoplasmic droplets in cKO/Y^Ngn3-Cre^ sperm. Representative SEM images are shown. Upper panels: cKO/Y^Ngn3-Cre^ and fl/Y control. Lower panel: cKO/Y^Sf1-Cre^ and fl/Y control. Droplets are indicated by arrows. (**F**) Summary of cytoplasmic droplets in cKO/Y^Ngn3-Cre^ sperm. Droplet surface size of SEM images was determined via ImageJ. n = 100, each. (**G**) Summary of IVF using sperm isolated from cKO/Y^Ngn3-Cre^ and littermate control males. n = 262 and 324 presumed oocytes for fl/Y and cKO/Y sperm, respectively, seven animals, each. Values represent the mean ± s.e.m.

**Figure 7—figure supplement 1.**
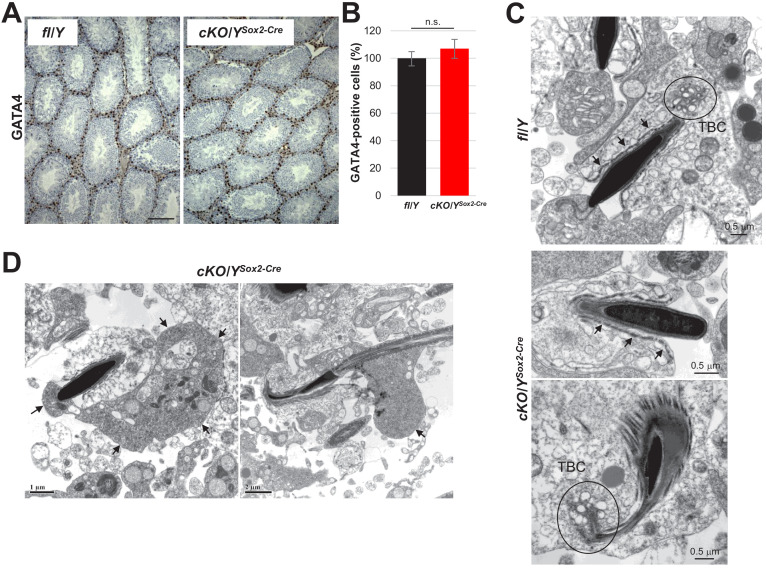
Normal numbers of Sertoli cells in testes lacking *Rlim.* (**A**) DAB staining of paraffin-embedded testes sections of cKO/Y^Sox2-Cre^ and fl/Y animals using antibodies against Sertoli cell marker GATA4. Scale bars = 150 μm. (**B**) Quantification of GATA4-positive cells within seminiferous tubules. (**C**) Normal development of Sertoli cell structures during spermiation in animals lacking *Rlim* as shown via TEM on testes sections including the apical ectoplasmic specialization (ES; arrows) and the apical tubulobulbar complex (TBC circled). (**D**) Cytoplasmic reduction during spermiation in mice lacking *Rlim* (TEM). Arrows point at spermatid cytoplasmic lobes being shed during spermiation.

## Discussion

Our results reveal robust expression of *Rlim* in male reproductive organs, particularly in testis, where the expression pattern was highly dynamic both at the mRNA and protein levels (Figures 1 and 2). The appearance of a variant mRNA in males coincides with sexual maturation, suggesting that this form is predominantly expressed in differentiating round spermatids, which express high levels of RLIM protein (Figure 2A), and, because *Rlim* acts in the spermatogenic cell lineage (Figure 7), also coincides with the exertion of its in vivo function in males. Indeed, alternative mRNAs display different time of synthesis, mRNA stability and/or translational efficiency (Tian and Manley, 2017). At the protein level, we find RLIM expression in spermatogenic cells is post-meiotically upregulated from low levels in step three spermatids to high levels peaking in round spermatids at step 6–8 and then downregulated again in elongating step nine spermatids and thereafter (Figure 2). Thus, *Rlim* joins many X-linked genes that are reactivated after meiotic sex chromosome inactivation (MSCI) (Ernst et al., 2019) and it is tempting to speculate that this reactivation is connected with the occurrence of the alternative *Rlim* mRNA. Moreover, the downregulation of RLIM in elongating spermatocytes coincides with a change in transcriptional and chromatin dynamics at this stage (Ernst et al., 2019). Even though *Rlim* is X-linked, the finding that the RLIM protein is detected in most/all round spermatids, including those that presumably harbor a Y chromosome, is explained by the fact that cytoplasmic bridges exist between spermatids and that RLIM efficiently shuttles between nuclei in heterokaryon cells (Jiao et al., 2013).

Our RNA-seq analyses indicate that many genes are affected in testes lacking *Rlim* influencing various cellular functions including signaling and metabolism (Figure 3). 

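Across the 19400 genes tested, log2 fold changes within batch 1 and within batch 2 had a Pearson correlation of -0.0032 across genes, which are not independent replicates, and 48.4% of genes had the same sign in both. Of the 327 genes at an unadjusted p under 0.05 in batch 2 alone, 188 (57.5%) had the same sign in batch 1. *Ltk* had log2 fold changes of -2.63 within batch 2 and 3.49 within batch 1, and *Mid1*, with 10.4 ± 8.10 CPM (SD, n = 4) in cKO/Y Sox2-Cre against 0.72 ± 0.141 CPM (SD, n = 3) in fl/Y testes, had 3.23 and 1.81. In batch 1, *Mid1* was at 0.630 CPM in cKO/Y Sox2-Cre replicate 3, below the 0.796 CPM of fl/Y replicate 3. Its rise within batch 1 thus rests on cKO/Y Sox2-Cre replicate 4, at 17.9 CPM. In batch 2 it was at 6.82 and 16.1 CPM in cKO/Y Sox2-Cre libraries. Without cKO/Y Sox2-Cre replicate 3, *Mid1* passed with an adjusted p of 0.00211 from limma, and over its alternatives the adjusted p ranged from 6.3e-04 to 1. Of the 35-base words of *Mid1*, 30.5% also occur in transcripts of other genes. *Epb41l4a* had -1.09 in each batch. Genes of the interferon response and innate immunity had a median log2 fold change of -0.14, with 4 of 29 lower and 1 higher at an unadjusted p under 0.05 (adjusted p = 0.331 from camera). *Tlr4* was at 1.53 ± 0.286 CPM (SD, n = 3) in fl/Y and 0.381 ± 0.336 CPM (SD, n = 4) in cKO/Y Sox2-Cre testes, and *Oasl2* at 0.959 ± 0.913 and 2.34 ± 0.196 CPM. Immediate early genes had a median of -0.11 (adjusted p = 0.591 from camera), with -0.21 as the mean within batch 2 and 0.042 within batch 1, and *Nr4a3* a log2 fold change of -1.15. Of the 34 lists, genes on the Y chromosome alone passed camera, with 34 of 47 genes below 0, a median of -0.19 and an adjusted p of 0.0381. The Y chromosome list did not pass with the correlation between genes estimated from the data (adjusted p = 0.884). It also did not pass with camera's variance taken without a trend, the form that was run first (adjusted p = 0.0969). Its median was 0.011 without cKO/Y Sox2-Cre replicate 1. Over its alternatives, the adjusted p of this list ranged from 1.2e-07 to 0.884.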

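Of 15 genes for proteins that bind RLIM or are its substrates, listed before the data were examined, 0 were lower and 0 were higher in cKO/Y Sox2-Cre testes at an unadjusted p under 0.05. The median log2 fold change was -0.013 and the mean 0.0053, with an adjusted p of 0.833 from camera. *Ldb1* was at 4.35 ± 0.67 CPM (SD, n = 3) in fl/Y and 6.01 ± 1.63 CPM (SD, n = 4) in cKO/Y Sox2-Cre testes. *Sin3a* was at 75.8 ± 10.7 and 88.4 ± 8.07 CPM, and *Lhx2* at 8.05 ± 1.21 and 9.45 ± 1.48 CPM. *Ssbp2* went the other way, at 6.65 ± 1.70 and 5.09 ± 1.58 CPM. Of the 15 genes, 8 were below 0 and 7 above. Among 10 genes of the X inactivation center and the neighbourhood of *Rlim*, the median was -0.11 and the mean -0.0072, with 0.029 within batch 2 and -0.061 within batch 1. Of these genes 0 were at an unadjusted p under 0.05, and the adjusted p from camera was 0.842. Outside this list, C77370 lies 96.15 kb upstream of *Rlim* and was chosen after its values were seen. It was at 11.4 ± 3.21 CPM (SD, n = 3) in fl/Y and 6.80 ± 2.32 CPM (SD, n = 4) in cKO/Y Sox2-Cre testes. Its log2 fold change was -0.62 in each batch (unadjusted p = 0.0224 from limma), without passing the adjusted p. From 100 to 110 Mb of the X chromosome, which holds *Rlim*, 5 of 71 genes were lower and 2 higher at an unadjusted p under 0.05. The lower genes include *Rlim* itself and C77370, and the higher genes include Gm9164.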

As *Rlim* regulates transcriptional factors (Bach et al., 1999; Ostendorff et al., 2002; Krämer et al., 2003; Güngör et al., 2007; Gontan et al., 2012; Johnsen et al., 2009; Her and Chung, 2009; Huang et al., 2011; Wang et al., 2019), it is thus likely that many of the differentially expressed genes (Figure 3D,E) might be affected indirectly. 

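The lists of germ cell genes, written before the data were examined, had median log2 fold changes of 4.4e-05 for 19 spermatogonial genes, -0.057 for 36 genes of meiotic spermatocytes, -0.013 for 36 genes of round spermatids and -0.054 for 35 genes of elongating spermatids. None of these 4 lists passed camera, and their adjusted p-values were 0.833, 0.495, 0.591 and 0.495. The meiotic list passed without cKO/Y Sox2-Cre replicate 2 (adjusted p = 0.0142) and in batch 1 alone, which has 1 fl/Y library (adjusted p = 0.00183). With the correlation between genes estimated from all libraries (0.154) its adjusted p was 0.884, the highest of its alternatives. Its median ranged from -0.15 to 0.030, and its mean was 0.035 within batch 2 and -0.21 within batch 1. The other 3 lists passed under none of the alternatives. The only genes of these lists at an unadjusted p under 0.05 were the spermatogonial genes *Ccnd2* and *Stra8*. *Ccnd2* was at 7.73 ± 3.21 CPM (SD, n = 3) in fl/Y and 11.9 ± 3.56 CPM (SD, n = 4) in cKO/Y Sox2-Cre testes, and *Stra8* at 6.93 ± 1.64 and 4.82 ± 1.15 CPM. Among genes of spermatids, *Izumo1* was at 63.7 ± 9.63 and 53.5 ± 9.43 CPM, and *Oaz3* at 662 ± 19.3 and 596 ± 50.4 CPM. *Gm9*, of elongating spermatids, went the other way, at 2.70 ± 1.34 and 4.48 ± 0.979 CPM. Below 0 were 21 genes of round and 25 of elongating spermatids, and 15 and 10 were above.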

Because the vast majority of cells in the testis reflect spermatogenic cells, where *Rlim* exerts its functions (Figure 7), many differentially expressed genes reflect those expressed in this cell lineage and therefore may collectively contribute to the observed *Rlim* KO phenotypes in testes. However, we cannot exclude the possibility that subtle and hence undetected changes in testicular cell types in mice lacking *Rlim* may contribute to the observed differences in gene expression as well as testes weight (Figure 3).

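The median log2 fold change was 0.089 over 31 genes of Sertoli cells, 0.056 over 21 genes of Leydig cells and steroid synthesis, -0.023 over 20 genes of peritubular myoid cells, -0.020 over 20 genes of immune cells, -0.11 over 17 endothelial genes, -0.067 over 5 genes of red blood cells and -0.21 over 5 genes of the epididymis. The mean was -0.0066 for Leydig cells and 0.044 for myoid cells, of the opposite sign to the median. None of the 7 lists passed camera over all libraries, at adjusted p-values of 0.495 to 0.977. The Sertoli list passed without cKO/Y Sox2-Cre replicate 2 (adjusted p = 0.00696), and so did the myoid list (adjusted p = 0.0142), which also passed in batch 1 alone, with 1 fl/Y library (adjusted p = 2.5e-04). The epididymis list passed without fl/Y replicate 3 and in batch 2 alone (adjusted p = 0.0157). These calls use a preset correlation of 0.01 between genes, and with the correlation estimated from all libraries (0.273, 0.412 and 0.707) the adjusted p-values of the 3 lists were 0.884, 0.885 and 0.884. Over the alternatives, their adjusted p-values reached 0.898, 0.980 and 0.925, and their medians ranged from -0.049 to 0.22, -0.088 to 0.095 and -0.35 to 0.40. *Gata4*, a marker of Sertoli cells in the paper, was at 13.9 ± 3.90 CPM (SD, n = 3) in fl/Y and 14.2 ± 3.88 CPM (SD, n = 4) in cKO/Y Sox2-Cre testes, and *Gata1* at 7.69 ± 0.925 and 7.19 ± 2.50 CPM. *Hsd3b6*, of Leydig cells, was at 54.3 ± 13.9 and 29.6 ± 20.5 CPM, a log2 fold change of -1.27 that did not pass the adjusted p in limma. *Star* was at 81.2 ± 11.6 and 64.9 ± 6.51 CPM. *Col1a1*, of myoid cells, had log2 fold changes of 0.53 within batch 2 and 1.28 within batch 1.

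**Figure D2:**
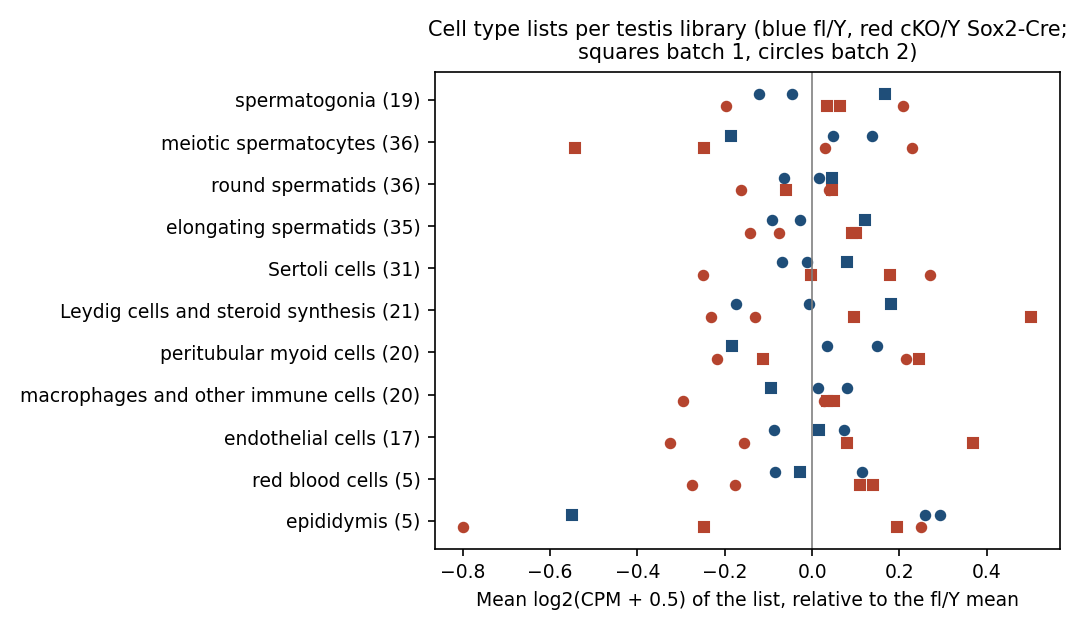
Mean log2(CPM + 0.5) of each list of cell type genes per testis library, relative to the mean of the fl/Y libraries, for fl/Y (blue) and cKO/Y Sox2-Cre (red) mice, with squares for batch 1, circles for batch 2 and the number of genes in brackets. The libraries of both genotypes overlap in each list.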

Sperm produced by males lacking *Rlim* is dysfunctional with decreased motility and increased cytoplasm and head abnormalities. Because excess cytoplasm affects sperm motility, morphology including head morphology as well as fertilization potential (Cooper, 2011; Rengan et al., 2012), and the cytoplasmic volume is regulated during spermiogenesis just after RLIM protein is highly detected in spermatids, it is likely that the increased cytoplasmic volume is responsible for much of the defects detected in sperm lacking *Rlim.* Moreover, as the midpiece cytoplasm is particularly important for sperm osmoregulation (Cooper, 2011; Rengan et al., 2012), an increased size of cytoplasmic droplets is predicted to render sperm more vulnerable to osmotic challenges, which may ultimately lead to midpiece rupturing (Figure 6). Thus, while the finding of increased metabolite content in cKO sperm (Figure 5A) suggests defective cytoplasmic reduction during spermiation even though major defects were not observed (Figure 7—figure supplement 1), it is likely that the some of the increase in cytoplasmic size might have occurred in released sperm after spermiation. In this context, an increased sperm cytoplasm has been associated with higher activities of specific enzymes of the energy pathway including G6PDH (Aitken et al., 1994; Yuan et al., 2013), which diverts glucose metabolism away from glycolysis toward the pentose pathway. It is thus tempting to speculate that increased G6PDH activity might be partially responsible for the decreased Acetyl-CoA levels measured in sperm lacking *Rlim* (Figure 5A). Our combined data suggests that inefficient cytoplasmic reduction during spermiogenesis/spermiation renders *Rlim* KO sperm vulnerable to adequately adjust to the changing environment that occurs during transit through the epididymis (Gervasi and Visconti, 2017; Sullivan and Saez, 2013) leading to functional defects.

Concerning the cell type of *Rlim* action, RLIM protein is detected in spermatogenic cells specifically in round spermatids, in Sertoli cells and in epididymal epithelial cells. Our combined data reveals that lack of RLIM specifically in round spermatids is responsible for much of the observed sperm phenotype. This is demonstrated by targeting the *Rlim* cKO via Ngn3-Cre in the spermatogenic cell lineage, resulting in defective spermiogenesis, and similar sperm phenotypes when compared to the systemic *Rlim* cKO (Figures 3 and 7). In contrast, targeting the *Rlim* cKO via Sf1-Cre to Sertoli cells failed to induce a testis/sperm phenotype and providing strong evidence that *Rlim* in Sertoli cells is not involved in the regulation of spermiogenesis provided by this cell type. Thus, while we cannot exclude minor functions of *Rlim* in Sertoli cells and possibly also epididymal epithelial cells, our results provide strong evidence that *Rlim* in round spermatids is required for normal spermiogenesis. Therefore, *Rlim* adds to a very limited number of genes in the spermatogenic cell lineage that regulate the cytoplasmic reduction/droplet size (Zheng et al., 2007; Mikolcevic et al., 2012).

Considering early lethality of female mouse embryos with a maternally transmitted *Rlim* mutation (Shin et al., 2010), mathematical modeling of this exclusively female phenotype indicates that a deleterious mutation in the *Rlim* gene would shift selective evolutionary pressure entirely on females leading to a gender bias toward males in a mouse population over time (Jiao et al., 2012). Because gender biases in mouse populations represent an unfavorable strategy for reproduction (Hamilton, 1967), it is likely that the observed functions of *Rlim* during male reproduction will contribute to counter-act gender biases induced by its female function.

In summary, our data provide first evidence that in addition to crucial epigenetic functions in female embryogenesis and reproduction, the E3 ubiquitin ligase RLIM also occupies important roles during the reproduction of male mice. These results have major implications for epigenetic regulation and emphasize the importance of the UPS in male reproduction.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*M. musculus*)	*Rlim^flox^*	PMID:20962847	MGI:1342291	
Genetic reagent (*M. musculus*)	Sox2-Cre	Jackson Laboratory	JAX #008454	PMID:14516668
Genetic reagent (*M. musculus*)	Neurog3-Cre (Ngn3-Cre)	PMID:15183725	JAX #005667	Dr. Andrew Leiter (UMMS)
Genetic reagent (*M. musculus*)	Sf1-Cre	Jackson Laboratory	JAX #012462	PMID:16423694
Antibody	Rabbit anti-Rlim (rabbit polyclonal)	PMID:11882901		IHC (1:250) WB (1:1000)
Antibody	Rat anti-GATA1 (rat monoclonal)	Santa Cruz	sc265	IHC (1:100)
Antibody	Rabbit anti-GATA4 (rabbit polyclonal)	Abcam	ab84593	IHC (1:500)
Antibody	Rabbit anti-phosphoPKA (rabbit monoclonal)	Cell Signaling clone 100G7E	9624	WB (1:10000)
Antibody	Mouse anti-PY (mouse monoclonal)	Millipore clone 4G10	05–321	WB (1:10000)
Antibody	Mouse anti- β-actin (mouse monoclonal)	Santa Cruz	sc47778	WB (1:250)
Antibody	Rabbit anti-cleaved caspase3 (rabbit monoclonal)	Cell Signaling	ab9664	IHC (1:300)

### RNA-seq and data analyses

RNA-seq on RNA isolated from testes of fl/Y and cKO/Y males including library construction and sequencing on a NextSeq 500 was carried out essentially as described (Wang et al., 2016; Wang et al., 2017). Reads (paired end 35 bp) were aligned to the mouse genome (mm10) using TopHat (version 2.0.12) (Trapnell et al., 2009), with default setting except set parameter read-mismatches was set to 2, followed by running HTSeq (version 0.6.1p1) (Anders et al., 2015), Bioconductor packages edgeR (version 3.10.0) (Robinson et al., 2010; Robinson and Smyth, 2007) and ChIPpeakAnno (version 3.2.0) (Zhu, 2013; Zhu et al., 2010) for transcriptome quantification, differential gene expression analysis, and annotation. For edgeR, we followed the workflow as described in Anders et al., 2013.

### De-lipidation of epididymis

De-lipidation of epididymis was performed based on previously described protocols (Sylwestrak et al., 2016; Tomer et al., 2014). Briefly, isolated organs were fixed with 4% paraformaldehyde (PFA) in PBS for 32 hr at room temperature (RT), then rinsed with PBS for three times of at least 2 hr. Tissues were kept at 4°C in PBS with 0.02% sodium azide until the time of tissue processing. In order to visualize tubules that form the inner layers of the epididymis, a de-lipidation step was performed. De-lipidation was done passively by incubating the organ with 4% SDS/PBS at RT in an orbital shaker for 2 weeks. The 4% SDS/PBS solution was changed every other day. At the end of the second week, the organ was rinsed with PBS for three times of least 4 hr and finally placed on a refractive index matching solution (RIMS: 0.17M iodixanol; 0.4M diatrizoic acid, 1M n-methyl-d-glucamine, 0.01% sodium azide), 24 hr prior to imaging.

### Collection of sperm

Epididymal Cauda sperm collected via swim-out and testicular sperm which were analyzed in this study was collected from 8 weeks-old fl/Y or cKO/Y mice. Briefly, Cauda epididymides were dissected and placed in 1 ml of modified Krebs-Ringer medium (m-TYH; 100 mM NaCl, 4.7 mM KCl, 1.2 mM KH_2_PO_4_, 1.2 mM MgSO_4_, 5.5 mM Glucose, 0.8 mM Pyruvic Acid, 1.7 mM Calcium Chloride, 20 mM HEPES). Sperm was allowed to swim-out for 10 min at 37°C and then the epididymides were removed. Concentration of all sperm was calculated using a Neubauer hemocytometer. For mature testicular spermatozoa isolation, testes from one 8-week-old mouse were minced in a 35 mm Petri dish containing 1 ml 150 mM NaCl. Finely minced tissue slurry was then transferred to a 15 ml conical tube and set aside for 3–5 min to allow tissue pieces to settle down. Next, the cell suspension was loaded onto 10.5 ml of 52% isotonic percoll (Sigma). The tubes were then centrifuged at 15000 x g for 10 min at 10°C. The pellet was resuspended in 10 ml of 150 mM NaCl and spun at 900 x g at 4°C for 10 min followed by three washes with 150 mM NaCl at 4000 x g at 4°C for 5 min.

### Sperm analyses

Concerning the assessment of sperm morphology, after swim-out, sperm suspensions (50 µl) were fixed with paraformaldehyde 4% (w/v; EMS, Hatfield, MA) in phosphate buffered saline (PBS) for 10 min at room temperature. Then samples were centrifuged at 800 x g for 5 min, washed with PBS, and let air-dry on poly-L-lysine-coated glass slides. Samples were mounted using VectaShield mounting media (H-1000, Vector Laboratories, Burlingame, CA) and differential interference contrast (DIC) images were taken using a 60X objective (Nikon, PlanApo, NA 1.49) in an inverted microscope (Nikon Eclipse TE300). Images were analyzed using the freeware ImageJ v1.52e (http://imagej.nih.gov/ij/download.html), and sperm morphology was classified into the following categories: normal, coiled midpiece, head malformation, flipped head, and residual cytoplasmic droplet. Results are shown as percentages, at least 200 sperm per sample were counted in single-blinded experiments. Concerning the analysis of sperm acrosomal status, sperm from the swim-out suspension were loaded into glass slides and let air-dry for 15 min. After that samples were fixed, and the acrosomes were stained as described below in the sperm acrosome reaction section. Fluorescence and phase contrast images were taken in a Nikon Eclipse TE300 fluorescence microscope using a 40x objective (Nikon, Phase 2 DL, NA 0.55). Images were analyzed using the freeware ImageJ v1.52e, and at least 200 sperm per sample were counted in single-blinded experiments. Results are shown as percentage of acrosome intact sperm.

Concerning sperm capacitation and analysis of swim-out cauda sperm motility, sperm were incubated at 37°C for 60 min in m-TYH (Non-Cap) or in m-TYH supplemented with 15 mM NaHCO_3_ and 5 mg/ml BSA (Cap). Sperm motility was evaluated in the swim-out (T = 0) and after 60 min of incubation in capacitating conditions (T = 60). Briefly, sperm suspensions (30 µl) were loaded into pre-warmed chamber slides (Leja slides, Spectrum Technologies, Healdsburg, CA) and placed on a warmed microscope stage at 37°C. Sperm motility was examined using the CEROS computer-assisted semen analysis (CASA) system (Hamilton Thorne Research, Beverly, MA). Acquisition parameters were set as follows: frames acquired: 90; frame rate: 60 Hz; minimum cell size: four pixels; static head size: 0.13–2.43; static head intensity: 0.10–1.52; and static head elongation: 5–100. At least five microscopy fields corresponding to a minimum of 200 sperm were analyzed in each experiment. Data were analyzed using the CASAnova software (Goodson et al., 2011).

Concerning SDS-PAGE and western blotting, swim-out cauda sperm samples were centrifuged at 12,000 x g for 2 min, washed in 1 ml of PBS, and then centrifuged at 12,100 x g for 3 min. Sperm proteins were extracted by resuspending the remaining pellets in Laemmli, 1970 sample buffer, boiled for 5 min and centrifuged once more at 12,100 x g for 5 min. Protein extracts (supernatant) were then supplemented with β-mercaptoethanol 5% (v/v), and boiled again for 4 min. Protein extracts equivalent to 2.5 × 10^5^ sperm/lane were subjected to SDS–PAGE, and electro-transferred to PVDF membranes (Bio-Rad, Waltham, MA). PVDF membranes were blocked with 5% (w/v) fat-free milk in tris buffered saline containing 0.1% (v/v) Tween 20 (T-TBS) and immunoblotted with anti-pPKAs antibody (clone 100G7E, 1:10,000) overnight at 4°C to detect phosphorylated PKA substrates. Then, membranes were incubated with HRP-conjugated anti-rabbit secondary antibody diluted in T-TBS (1:10,000) for 60 min at room temperature. Detection was done with an enhanced chemiluminescence ECL plus kit (GE Healthcare) as per manufacturer instructions. After developing of pPKAs, membranes were stripped at 55°C for 20 min in 2% (w/v) SDS, 0.74% (v/v) β-mercaptoethanol, 62.5 mM Tris (pH 6.5), blocked with fish gelatin 20% (v/v; Sigma cat # G7765, St. Louis, MO) in T-TBS for 60 min at room temperature and re-blotted with anti-PY antibody (clone 4G10, 1:10,000) to detect proteins phosphorylated in tyrosine residues. Membranes were then incubated with HRP-conjugated anti-mouse secondary antibody diluted in T-TBS (1:10,000) for 60 min at room temperature. Detection was done with an enhanced chemiluminescence ECL plus kit (GE Healthcare) as per manufacturer instructions.

Concerning swim-out cauda sperm acrosome reaction, after 60 min of capacitation in m-TYH Cap medium, sperm samples were incubated with progesterone (10 µM) or with DMSO (vehicle) in m-TYH Cap at 37°C for 30 min. Then, sperm were loaded into glass slides and let air-dry for 15 min. Sperm were fixed by incubation with paraformaldehyde 4% (w/v) in PBS at room temperature for 15 min, washed three times (5 min each) with PBS and permeabilized with 0.1% (v/v) Triton X-100 for 3 min. After permeabilization, samples were washed three times with PBS, and then incubated with Alexa Fluor 488-conjugated lectin peanut agglutinin (PNA) in PBS at room temperature for 30 min. Before mounting with Vectashield (Vector Laboratories, Burlingame, CA), samples were washed three times with PBS for 5 min each time. Epifluorescence images were taken in a Nikon Eclipse TE300 fluorescence microscope using a 40x objective (Nikon). Phase contrast images were taken in parallel. Images were analyzed using the freeware ImageJ v1.52e, and at least 200 sperm per sample were counted in single-blinded experiments. Results are shown as percentage of acrosome reacted sperm.

### In vitro fertilization (IVF)

IVF experiments were performed essentially as described (Sharma et al., 2016) with some modifications. Briefly, female C57BL/6J mice (age 6–8 weeks) were superovulated by intraperitoneal injection of pregnant mare's serum gonadotropin (PMSG; 5 U; Calbiochem) followed by human chorionic gonadotropin (hCG; 5 U; Sigma-Aldrich) 48 hr later (Yamashita et al., 2008). Metaphase II-arrested oocytes tightly packed with cumulus cells were collected from the oviductal ampulla 14 hr after hCG injection and placed in a 100 μl drop of human tubal fluid (HTF; Millipore) medium covered with mineral oil. Fresh cauda epididymal sperm of fl/Y and cKO/Y littermates (>6 animals per genotype both for Sox2-Cre and Ngn3-Cre, aged 2–4 mo) were swum-up in 1 ml HTF medium for 10 min and capacitated by incubation for another 30 min at 37°C under 5% CO_2_. An aliquot (1.0 × 10^5^ cells) of the capacitated sperm suspension was added to 100 μl drop of HTF medium containing the oocytes. After incubation at 37°C under 5% CO_2_ for 4 hr, the presumed zygotes were washed with KSOM medium to remove cumulus cells, sperm and debris, and then incubated in a 50 μl drop of KSOM medium. In vitro fertilized embryos were analyzed at cleavage (24 hr) and blastocyst stages (96 hr).

### Metabolomic profiling

Polar metabolite measurements were performed by the Metabolite Profiling Core Facility at the Whitehead Institute for Biomedical Research (Cambridge, MA). For LC-MS analyses, 45 Mio epididymal cauda swim-out sperm were collected each from 5 cKO/Y^Sox2-Cre^ and three fl/y animals in extraction mix containing 80% methanol and isotopically labeled amino acids. Peak area ratios of each metabolite were determined and log_2_ ratio relative to the mean of control (fl/Y) sperm determined.

### Electron microscopy

SEM was performed on caudal epididymis sperm and sperm isolated from testes. Caudal sperm was let to dissociate in HTF medium and then fixed in 2.5% glutaraldehyde, 2% paraformaldehyde in 0.1M Na Cacodylate buffer. The fixed sperm was then placed on poly Lysine covered cover slips and left to adhere for 10 min. The samples were rinsed three times in the same fixation buffer, post fixed in aqueous 1% (w/v) OsO4 for 1 hr at RT, dehydrated through a graded ethanol series to ethanol 100% (x3), and then they were critically point dried. The cover slips were then mounted on double sided carbon tape onto aluminum SEM stubs and grounded with colloidal silver paint, sputter coated with 12 nm of gold-palladium and were imaged using secondary electron (SEI) mode with a FEI Quanta 200 MKII FEG SEM.

TEM was performed on ultrathin sections on Caput epididymides and testes. Tissues were dissected and immediately immersed in 2.5% glutaraldehyde in 0.1 M Na Cacodylate buffer, pH 7.2 for 60 min at RT. The samples were rinsed three times in the same fixation buffer and post-fixed with 1% osmium tetroxide for 1 hr at room temperature. Samples were then washed three times with ddH_2_O for 10 min, and in block stained with a 1% Uranyl Acetate aqueous solution (w/v) at 6°C overnight. After three rinses in ddH2O the samples were dehydrated through a graded ethanol series of 20% increments, before two changes in 100% ethanol. Samples were then infiltrated first with two changes of 100% Propylene Oxide and then with a 50%/50% propylene oxide / SPI-Pon 812 resin mixture. The following day 5 changes of fresh 100% SPI-Pon 812 resin were done before the samples were polymerized at 68°C in flat embedding molds. The samples were then reoriented, and thin sections (approximately 70 nm) were placed on copper support grids and contrasted with Lead citrate and Uranyl acetate. Sections were examined using the a CM10 TEM with 100Kv accelerating voltage, and images were captured using a Gatan TEM CCD camera.

## Data Availability

RNAseq data have been deposited in GEO under accession code GSE114593. The following dataset was generated: WangFBachI2020Analysis of functions of Rlim during reproduction in male miceNCBI Gene Expression OmnibusGSE114593 The following previously published dataset was used: MargolinGKhilPPBellaniMACamerini-OteroRD2014RNA-Seq and RNA Polymerase II ChIP-Seq of mouse spermatogenesisNCBI Gene Expression OmnibusGSE44346

How the deposited data were processed for this re-analysis (not part of the article)

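RNA of total testis was sequenced from 3 fl/Y and 4 cKO/Y Sox2-Cre males at 8 weeks of age. The labels describe processing with HISAT2 2.1.0, featureCounts and edgeR on GRCm38, while the methods of the paper name other alignment and counting tools (TopHat and HTSeq, with edgeR). The table was used as deposited, and reads were not aligned again. It gives 1 column per library and 19719 genes. Its signal values are CPM, computed by the authors, per the name of the deposited table, which does not say how the library size was scaled. Each column was checked for steps of whole reads, and 100% of values in each were whole multiples to within 0.001 of a read. For cKO/Y Sox2-Cre replicate 4 the value of 1 read lies close to a power of 10, so that rounding to that step was considered and ruled out by the decimals of the values. That the library sizes were scaled was inferred from the values, since the scaling of each library equalled the TMM factor computed from the recovered reads. The libraries held 2822168 to 8633399 reads in the listed genes. Reads outside these genes are not in the table.

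Genes with more than 1 CPM in at least 3 of 7 libraries (19400) were tested on log2(CPM + 0.5) by limma 3.58.1 in R 4.3.3, with a trend in the prior variance and the batch of the labels as a covariate. P-values are two-sided and were adjusted by Benjamini-Hochberg, with a threshold of 0.05. The replicate numbers of the 2 genotypes were not treated as pairs. The 34 lists of genes were tested by camera with a preset correlation of 0.01 between genes and a variance trend as in the fit, and also by camera with an estimated correlation and by fry. 35 splits of the 7 libraries into 3 and 4 were fitted in the same way, of which 34 could be fitted with the batch. The method was tested on simulated data of the same design, where 115 of the genes set to differ and 6 of the others were called.

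The rule for the genes named in the text gives *Rlim*, *Gata1*, *Gata4* and *G6pdx*, the 10 genes higher and 10 lower with the smallest p that went the same way in both batches (only *Rlim* passed the threshold), up to 4 members of each list with the smallest p, and the first 6 genes of the left columns of Figure 3D and Figure 3E, read from the picture. This rule, the lists, the tests and 24 alternatives of the processing were fixed before the data were examined. Figure 3D and Figure 3E were at hand by then, so lists with members in them are not independent of the paper's result. Outside this rule, Gm9166, *Isca1*, *Gapdh*, C77370, CT010467.1, *Edil3*, *Sptbn5*, 4930512J16Rik and *Pla2g4e* were chosen after the values were seen. The alternatives were other pseudocounts (0.1 and 1 CPM), filters, scalings and variance models, no batch term, a block of replicate numbers, each batch alone, each library left out, and tests on the recovered reads with edgeR 4.0.16 and DESeq2 1.42.0. Added after the data were seen were 1 surrogate variable from sva 3.50.0, leaving out mitochondrial and ribosomal RNA genes, and edgeR on every listed gene. A threshold in each batch alone and camera without the variance trend were also added then. That form of camera was run first, and the trend of the fit was set after that run. The share of 35-base words of a gene that occur in transcripts of other genes was counted on both strands of the GENCODE M21 transcripts with Python 3.11.15. Gene ontology shares were not recomputed, because no gene ontology annotation was at hand.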

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

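All tests of explanations in this part were chosen after the result was seen. The share of ribosomal RNA reads (CT010467.1) was 19.3% in cKO/Y Sox2-Cre replicate 1, against 0.0119% to 1.72% in the other cKO/Y Sox2-Cre libraries, a library far from the others. *Zfp457* was at 7.38 CPM in cKO/Y Sox2-Cre replicate 2 against 4.03 to 4.22 CPM in the others, *Wdfy4* at 15.7 CPM in cKO/Y Sox2-Cre replicate 3 against 5.27 to 6.93 CPM, and *Gapdh* at 4.78 CPM in cKO/Y Sox2-Cre replicate 2 against 6.61 to 6.82 CPM. Of 40 groups of 4 libraries examined for such a library, 4 had one, where chance gives about 1 in 20.

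Genes outside Figure 3D and 3E had a signal in cKO/Y Sox2-Cre testes above every fl/Y library. None of those tested in limma over all libraries passed an adjusted p of 0.05, and Gm9166 was below its filter. AK157302, AC116589.11, Gm9164 and 2410141K09Rik passed the likelihood ratio test of edgeR. Gm9166 passed it on all listed genes (adjusted p = 0.0293), an alternative chosen after the data were seen. In batch 1 alone, which has 1 fl/Y library, the log2 fold changes of AK157302 and *Clec4g* were 1.41 and 1.45. The means were 9.12 CPM for AK157302, 2.18 CPM for AC116589.11, 13.9 CPM for 1700017L05Rik, 15.9 CPM for *Clec4g*, 5.19 CPM for AC122371.2, 1.85 CPM for Gm9164 and 1.10 CPM for Gm9166. For 2410141K09Rik the mean was 11.4 CPM, with 3.46 CPM in its lowest cKO/Y Sox2-Cre library against 3.45 CPM in its highest fl/Y library.

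Gm9164 and Gm9166 lie 68.6 and 30.2 kb past the 3′ end of *Rlim*, on its strand, and the latter was chosen after its values were seen. They were the only 2 of 19719 genes with 0 reads in every fl/Y library and reads in every cKO/Y Sox2-Cre library, with 35 and 24 reads in the latter, and 0 genes had the reverse pattern. The exact permutation test gave p = 0.0571 for each gene. If the reads of each of the 19719 genes divided by depth alone, 7.1e-04 genes with this pattern would be expected, which argues against depth as the whole cause and covers counting error only. Of 35 divisions of the libraries into 3 and 4, 2 gave as many such genes, the real one with 2 and the one that follows the batches with 3, the highest of the others, so chance cannot be excluded on all 35. With the division that follows the batches set aside, 1 of 34, the real one, gave as many, and the highest other gave 1. The pattern was picked because the real division shows it, which favours that division, and the question stays open. Reads shared with other genes stay open, since 27.96% of the 35-base words of Gm9164 and 8.73% of those of Gm9166 occur in transcripts of other genes. A biological explanation by transcription that runs past the end of *Rlim* in the deleted allele was not tested, because the table holds no coverage between genes.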

How the results depend on the processing

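Alternatives added after the data were seen were the surrogate variable, the exclusion of mitochondrial and ribosomal RNA genes, and edgeR on all listed genes. The threshold in each batch alone and camera without the trend were also added then. The cause of the changes given here was not tested. The log2 fold change of *Rlim* was negative under all 27 alternatives. It did not pass without the batch term (-1.47, adjusted p = 0.921), with the replicate block (-1.35), in limma without the trend (-1.38), in batch 2 alone (-1.29) or in the edgeR quasi-likelihood test without batch (-1.49). In the leave-one-out fits it was -1.52 to -1.28 with adjusted p-values of 0.00198 to 0.634, and it did not pass without fl/Y replicate 1 (0.154) or fl/Y replicate 3 (0.634).

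At an adjusted p under 0.05, 0 genes were lower without the batch term, with the replicate block, in limma without the trend, in batch 2 alone and in the edgeR quasi-likelihood test without batch. In batch 1 alone, with 1 fl/Y library assumed to vary like the others, 11 were lower and 17 higher. The edgeR likelihood ratio test gave 3 genes lower and 7 higher, and 3 and 9 on all listed genes. The exact test gave 2 and 3, and the surrogate variable 2 lower. Leave-one-out counts were 0 to 3 lower (3 without cKO/Y Sox2-Cre replicate 2) and 0 to 1 higher (1 without cKO/Y Sox2-Cre replicate 3).

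At an unadjusted p under 0.05, the counts lower and higher were 86 and 75 for a mean CPM above 5, where fewer genes are tested, 451 and 560 in batch 1 alone, 162 and 153 in the edgeR quasi-likelihood test without batch, 92 and 90 in DESeq2, 422 and 365 with the surrogate variable, and 18 and 11 in each batch alone. 163 were lower without the batch term and 173 in the exact test. 156 were higher with the replicate block, 362 in limma without the trend and 135 in batch 2 alone. Leave-one-out counts were 182 to 605 lower and 174 to 613 higher, with the highest of both without cKO/Y Sox2-Cre replicate 2.

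Of 34 lists, 2 passed for a mean CPM above 5, 3 in batch 2 alone and 6 in batch 1 alone. 0 passed with quantile normalization, in limma without the trend, in the edgeR and DESeq2 tests, with the surrogate variable, with an estimated correlation, with camera without the trend, and in both forms of fry. Leave-one-out counts were 0 to 7. The median of the Y chromosome list was -0.37 to 0.011 in the leave-one-out fits, and 0.011 (adjusted p = 0.801) without cKO/Y Sox2-Cre replicate 1. In batch 1 alone, which has 1 fl/Y library, the ribosomal protein list had a median of 0.084 and *Ltk* a log2 fold change of 3.49. Over all libraries, the median of the ribosomal protein list was -0.040 (adjusted p = 0.519 from camera, and 0.884 with an estimated correlation). *Ltk* had a log2 fold change of -0.18 over all libraries (unadjusted p = 0.834 from limma). For the 152 other named genes, 3944 of 4048 values kept their direction and side of the threshold. Of genes simulated at a 1.5-fold difference at this depth and number of libraries, 6% were recovered, and depth was not varied on its own. This share may be too high if few genes differ, since more genes were called in the simulation than in the real data.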

Differences from the paper's values

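The paper gives 118 down-regulated genes at p<0.05. Its text does not say whether p was adjusted or how many libraries were compared. The limma count was 265 at an unadjusted p and 1 at an adjusted p. Of 24 alternatives set before the data were examined, 5 came within 1.5 times of the paper's count at an unadjusted p: a mean CPM above 5 (86), no batch term (163), the edgeR quasi-likelihood test without batch (162), the edgeR exact test without batch (173) and DESeq2 (92). The other 19 gave 182 to 605, and at an adjusted p all 24 gave 0 to 11.

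For up-regulated genes the paper's count is 83, against 236 at an unadjusted p and 0 at an adjusted p in limma. A mean CPM above 5 (75) and DESeq2 (90) came within 1.5 times at an unadjusted p, the other 22 gave 135 to 613, and at an adjusted p all 24 gave 0 to 17.

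Non-coding transcripts were 20.8% of the 501 genes at an unadjusted p under 0.05, against the paper's 10.5% of its differentially expressed genes. Leaving out cKO/Y Sox2-Cre replicate 2 (14.9%) came within 1.5 times of the paper's value, and the other 23 alternatives gave 16.99% to 23.2%. Of the genes that Figure 3D and 3E list, non-coding transcripts were 18 of 116 (15.5%) and 8 of 83 (9.64%).

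Of 116 genes of Figure 3D found among the listed genes, 113 were below 0 in limma, and of 82 genes of Figure 3E tested, 82 were above 0. The paper shows *Sptbn5*, 4930512J16Rik and *Pla2g4e* as down-regulated, and in limma these 3 genes were above 0, at log2 fold changes of 0.17, 0.030 and 0.025. With the likelihood ratio test of edgeR on all listed genes, chosen after the data were seen, 115 of the 116 genes of Figure 3D were below 0, with *Sptbn5* as the exception, and all 83 of Figure 3E were above 0. At an unadjusted p under 0.05 were 61 genes of Figure 3D and 32 of Figure 3E, and with that likelihood ratio test 65 and 42. Of the genes tested in limma, 66 of Figure 3D and 39 of Figure 3E had log2 fold changes of the same sign within both batches. Among the others, *Ltk* and 1700083H02Rik of Figure 3D were at -2.63 and -2.62 within batch 2, and at 3.49 and 2.22 within batch 1. No edgeR test was run on batch 2 alone, so whether the figure came from fewer libraries was not tested.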

Other observations

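The count of splits for the number of genes past the threshold was planned, and the other tests in this part were chosen after the result was seen. The real division of the 7 libraries gave 1 gene at an adjusted p under 0.05, and 11 of 34 divisions into 3 and 4 that could be fitted with the batch gave as many, so chance cannot be excluded for this count. The highest other division called 242 genes and the next 96, which points to a structure of the samples apart from genotype and batch. Of the 34 divisions, 25 had more genes at an unadjusted p under 0.05 than the 501 of the real one. Without a batch term, the division that follows the batches called 2068 genes, and fl/Y replicates 1 and 2 with cKO/Y Sox2-Cre replicate 2 against the rest called 2083. With 1 surrogate variable beside the batch, 2 genes were lower and 0 higher at an adjusted p under 0.05, which were *Rlim* and 1700084F23Rik.

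Genes at an unadjusted p under 0.05 were unevenly spread over the genome, a pattern found by comparing 21 chromosomes and 232 windows of 10 Mb. On chromosome 13 they were 57 of 826 genes (6.90%), against 444 of 18574 (2.39%) elsewhere, and in the window from 60 to 70 Mb they were 20 of 109, of which 10 were lower and 10 higher. The ratio of the 2 shares was 2.89, and 1 of 34 divisions of the libraries, the real one, gave as large a ratio, with 2.38 as the highest other, a share under 0.05. The chromosome was picked for its excess in the real division, which favours that division in this comparison. Reads shared with other genes are argued against as the whole cause, since among genes with under 10% of their 35-base words in other transcripts the odds ratio was 2.33 (Fisher's exact test, 95% interval 1.55 to 3.39). With 5.02, the odds ratio was higher among the other genes. An odds ratio of 1.44 was found after leaving out gene families picked by looking at the genes concerned, which decides nothing. A candidate explanation is a segment of other strain origin carried with the Sox2-Cre transgene, which would divide cKO/Y Sox2-Cre from fl/Y mice in the same way as the loss of *Rlim*. If the transgene lies at *Edil3* on chromosome 13, which the paper does not state, its neighbourhood would be affected most, but within 10 Mb of *Edil3* 3 of 100 genes were at an unadjusted p under 0.05, against 54 of 726 on the rest of the chromosome (odds ratio 0.385, 95% interval 0.0756 to 1.22), too few genes to decide. An effect of the loss of *Rlim* itself on these genes was not tested, and it cannot be told apart from an effect of the transgene. The same limit holds for the genes of this chromosome that passed the likelihood ratio test of edgeR, such as 1700084F23Rik and AK157302.

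The median log2 fold change was -0.090 over 18 genes of the mitochondrial genome and -0.040 over 81 cytosolic ribosomal protein genes. The mean was 0.14 within batch 2 and -0.53 within batch 1 for the mitochondrial list, and -0.096 and 0.081 for the ribosomal list. Over the alternatives, the adjusted p from camera ranged from 1.2e-09 to 0.884 for the mitochondrial list, with the lowest in batch 1 alone, which has 1 fl/Y library, and from 0.00804 to 0.937 for the ribosomal list. With the correlation between genes estimated from all libraries it was 0.884 for both. The mitochondrial genome took 16.6% ± 6.41 (SD, n = 3) of reads in fl/Y and 11.7% ± 5.88 (SD, n = 4) in cKO/Y Sox2-Cre libraries. It took 20.2% in fl/Y and 16.1% in cKO/Y Sox2-Cre libraries of batch 2, and 9.31% and 7.28% in batch 1. Most of these reads were of mt-Rnr2, at 14.3% in fl/Y and 9.68% in cKO/Y Sox2-Cre libraries. An exact permutation test within the batches gave p = 0.222, where the smallest p that its 18 divisions allow is 0.0556.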
